# GSDMD-dependent neutrophil extracellular traps promote macrophage-to-myofibroblast transition and renal fibrosis in obstructive nephropathy

**DOI:** 10.1038/s41419-022-05138-4

**Published:** 2022-08-08

**Authors:** Yujia Wang, Yinshuang Li, Zhimin Chen, Ying Yuan, Qinglin Su, Keng Ye, Caiming Chen, Guoping Li, Yankun Song, Hong Chen, Yanfang Xu

**Keywords:** Obstructive nephropathy, Inflammation

## Abstract

Renal fibrosis is a common consequence of various progressive nephropathies, including obstructive nephropathy, and ultimately leads to kidney failure. Infiltration of inflammatory cells is a prominent feature of renal injury after draining blockages from the kidney, and correlates closely with the development of renal fibrosis. However, the underlying molecular mechanism behind the promotion of renal fibrosis by inflammatory cells remains unclear. Herein, we showed that unilateral ureteral obstruction (UUO) induced Gasdermin D (GSDMD) activation in neutrophils, abundant neutrophil extracellular traps (NETs) formation and macrophage-to-myofibroblast transition (MMT) characterized by α-smooth muscle actin (α-SMA) expression in macrophages. *Gsdmd* deletion significantly reduced infiltration of inflammatory cells in the kidneys and inhibited NETs formation, MMT and thereby renal fibrosis. Chimera studies confirmed that *Gsdmd* deletion in bone marrow-derived cells, instead of renal parenchymal cells, provided protection against renal fibrosis. Further, specific deletion of *Gsdmd* in neutrophils instead of macrophages protected the kidney from undergoing fibrosis after UUO. Single-cell RNA sequencing identified robust crosstalk between neutrophils and macrophages. In vitro, GSDMD-dependent NETs triggered p65 translocation to the nucleus, which boosted the production of inflammatory cytokines and α-SMA expression in macrophages by activating TGF-β1/Smad pathway. In addition, we demonstrated that caspase-11, that could cleave GSDMD, was required for NETs formation and renal fibrosis after UUO. Collectively, our findings demonstrate that caspase-11/GSDMD-dependent NETs promote renal fibrosis by facilitating inflammation and MMT, therefore highlighting the role and mechanisms of NETs in renal fibrosis.

## Introduction

Renal fibrosis is the most common outcome of chronic kidney disease (CKD), which is characterized by progressive deposition of the extracellular matrix in renal tissue [1]. Obstructive nephropathy, resulting from ureteral obstruction and eventually leading to renal fibrosis, is a major cause of CKD especially in children [2]. Strategies for protecting kidneys from obstructive injury and preventing the progression of renal insufficiency are lacking. In recent years, executors of different cell death pathways have been confirmed to play a significant part in renal fibrosis [3–6]. We previously reported that Gasdermin E (GSDME)-mediated pyroptosis in renal parenchymal cells contributes to obstructive nephropathy, while deletion of GSDME in renal tubular cells fails to completely inhibit the development of renal fibrosis [7]. These data present an opportunity to explore the role of other cell types in the pathogenesis of renal fibrosis.

Abundant inflammatory cells are mobilized to infiltrate into the site of kidney injury, followed by an uncontrolled inflammatory response and unchecked production of extracellular matrix (ECM) which ultimately disrupts the architecture of the kidneys [8, 9]. However, the cellular and molecular mechanisms behind the inflammatory responses involved in renal fibrosis after ureteral obstruction are not fully understood. This lack of mechanistic understanding hinders the development of precise clinical measures against renal fibrosis.

Neutrophils serve as front-line cells that mediate inflammatory responses during tissue injury. Moreover, infiltration of neutrophils has been confirmed in kidney injury induced by different means, including ureteral obstruction [7, 10, 11]. Neutrophil extracellular traps (NETs) are extracellular, web-like structures composed of decondensed DNA, histones and neutrophil granule proteins after certain stimuli imposing on neutrophil, through which neutrophil causes tissue damage and interacts with other cells [12]. NETs can play a detrimental role in tissue damage through several mechanisms, including the promotion of vascular occlusion, sterile inflammation, and immune balance disruption [13]. NETs also provide pathways for neutrophils to interact with other immune cells, such as macrophages [14–16]. The regulation of NETs has been an area of interest in neutrophil biology. Several ground-breaking studies have recently revealed the role of Gasdermin D (GSDMD), an executor of pyroptosis in macrophages and NETs in neutrophils [17–19].

The role of NETs in obstruction-induced renal fibrosis and potential regulatory mechanisms remain unclear. The unilateral ureteral obstruction (UUO) is a widely used model for acute kidney injury and progressive renal fibrosis associated with obstructive nephropathy [20]. In the present study, we found that *Gsdmd* deletion significantly reduced infiltration of inflammatory cells, NETs formation, macrophage-to-myofibroblast transition (MMT) and renal fibrosis. Chimera studies between *Gsdmd*^*−*/*−*^ and *Gsdmd*^*+/+*^ mice identified that GSDMD from bone marrow-derived cells instead of renal parenchymal cells was involved in renal fibrosis. Interestingly, specific deletion of *Gsdmd* in neutrophils rather than macrophages provided renoprotection for mice after UUO, indicating the key role of GSDMD activation in neutrophils in the process. Single-cell RNA sequencing revealed active crosstalk between neutrophils and macrophages. Studies in vitro further determined the promotive effects that NETs imposed on MMT. Furthermore, caspase-11 (Casp11) was revealed to play an important role in NETs formation after UUO. Therefore, our findings show that Casp11/GSDMD-dependent NETs promote inflammation and MMT leading to renal fibrosis in obstructive nephropathy.

## Results

### *Gsdmd* deletion ameliorated renal fibrosis following UUO

To understand whether *Gsdmd* deficiency affects UUO-induced renal fibrosis, we compared the extent of fibrosis of *Gsdmd*^*−*/*−*^ and *Gsdmd*^*+/+*^ mice following UUO surgery. Masson Trichrome staining showed obvious collagen deposition in the tubulointerstitial area in *Gsdmd*^*+/+*^ mice on day 13 post-UUO, compared to mice subjected to sham surgery (Fig. 1A, B). Fibrotic markers, including α-smooth muscle actin(α-SMA) and collagen I (Col I), were also upregulated in the kidneys of *Gsdmd*^*+/+*^ mice after UUO (Fig. 1C–G). Overall fibrosis quantified by Masson Trichrome staining and the expression of α-SMA and Col I in kidney were significantly reduced by *Gsdmd* deletion. We also observed UUO-induced activation of kidney GSDMD on day 7 and day 13, as evidenced by the presence of its cleaved form. The knockout efficiency of *Gsdmd* was also confirmed (Fig. 1H). These data suggest that GSDMD contributes to ureteral obstruction-induced renal fibrosis progression.

**Fig. 1:**
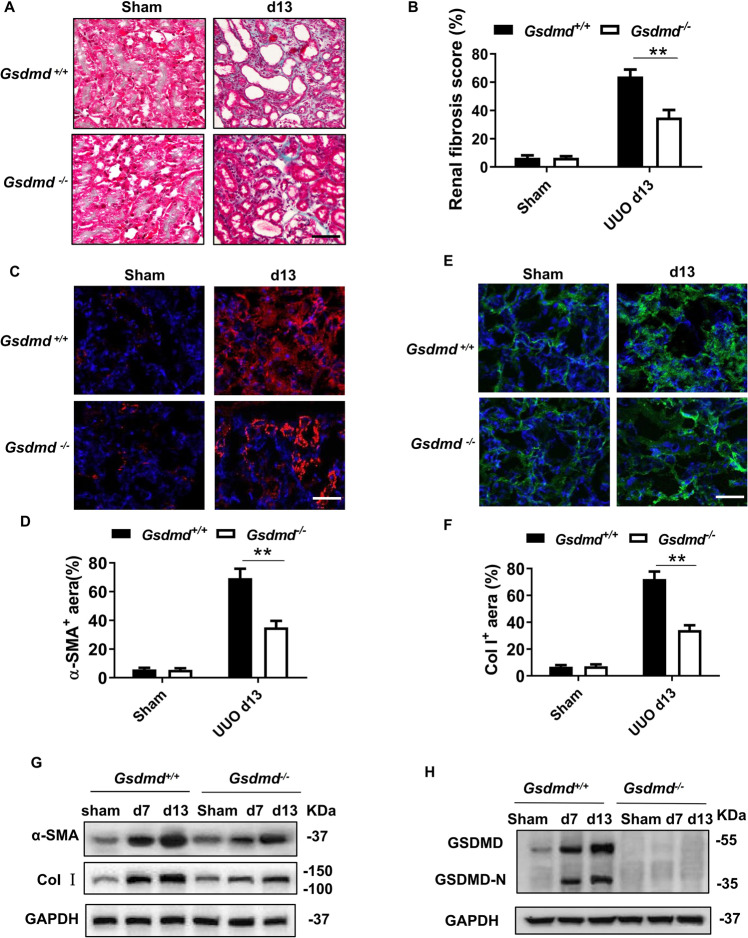
Mice with *Gsdmd* deficiency had ameliorated renal fibrosis after UUO. **A** Representative images of Masson trichrome staining of kidney sections. Kidneys were isolated from *Gsdmd*^*+/+*^ mice and *Gsdmd*^*−/−*^ mice on day 13 after UUO. Scale bar: 100 μm. **B** Quantification of renal fibrosis scores evaluated by Masson trichrome staining. *n* = 6. **C**, **E** Representative images of immunofluorescence staining of kidney sections, showing the expression of α-smooth muscle actin (α-SMA) **C** and type-I collagen (Col I) **E**. DAPI was used for nuclear staining. Scale bar: 100 μm. **D**, **F** Quantification of α-SMA **D** and Col I **F** expression by immunofluorescence. *n* = 6. **G** Western blot analysis for α-SMA and Col I expression of kidney tissue lysates, which were isolated on day 7 and 13 after UUO. GAPDH was used as a loading control. *n* = 4. **H** Western blot showing GSDMD cleavage in kidney after UUO. Kidney tissue lysates were isolated on day 0, 7, and 13 after UUO. The knockout efficiency of *Gsdmd* was also confirmed, and the cleaved GSDMD-N could be observed in WT kidneys. *n* = 4. **P < 0.01.

### *Gsdmd* deletion inhibited inflammatory cell infiltration into kidney after UUO

Inflammation, characterized by monocytes/macrophages and neutrophils infiltration, is concomitant with tubular injury and universally suspected as a culprit in the development of renal fibrosis. We used F4/80 and Ly6G as markers for monocytes/macrophages and neutrophils, respectively. Flow cytometry analyses were performed to compare the percentage of neutrophils and macrophages infiltrating into kidney on day 0, day 2, day 5 and day 10 after UUO between *Gsdmd*^*−*/*−*^ and *Gsdmd*^*+/+*^ mice. As shown in Fig. 2A–D, *Gsdmd* depletion inhibited neutrophils and macrophages infiltration in the kidney on day 5 and 10 after UUO. The inflammatory cell recruitment emerged in a time-dependent manner after UUO and in the early phase only a small number of inflammatory cells infiltrated in the kidney, which might explain that the effect of *Gsdmd* deletion was not obvious on day 2. The expression of GSDMD was up-regulated following UUO and GSDMD was detected in the interstitial area but not in proximal tubular cells (Fig. S1A, B), indicating the expression of GSDMD in inflammatory cells rather than tubular cells played the predominant role in the development of obstructive nephropathy. Meanwhile, renal expression of proinflammatory and profibrogenic cytokines, including TNF-α, IL-1β, HMGB1 and TGF-β1 remained robust after UUO in *Gsdmd*^*+/+*^ mice. These factors were downregulated in *Gsdmd* null mice (Fig. S1C–F). Immunohistochemistry analyses also confirmed that the number of F4/80^+^ cells and Ly6G^+^ cells increased on day 10 after UUO in the kidneys of *Gsdmd*^*+/+*^ mice, but significantly reduced in *Gsdmd*^*−/−*^ mice (Fig. 2E–H).

**Fig. 2:**
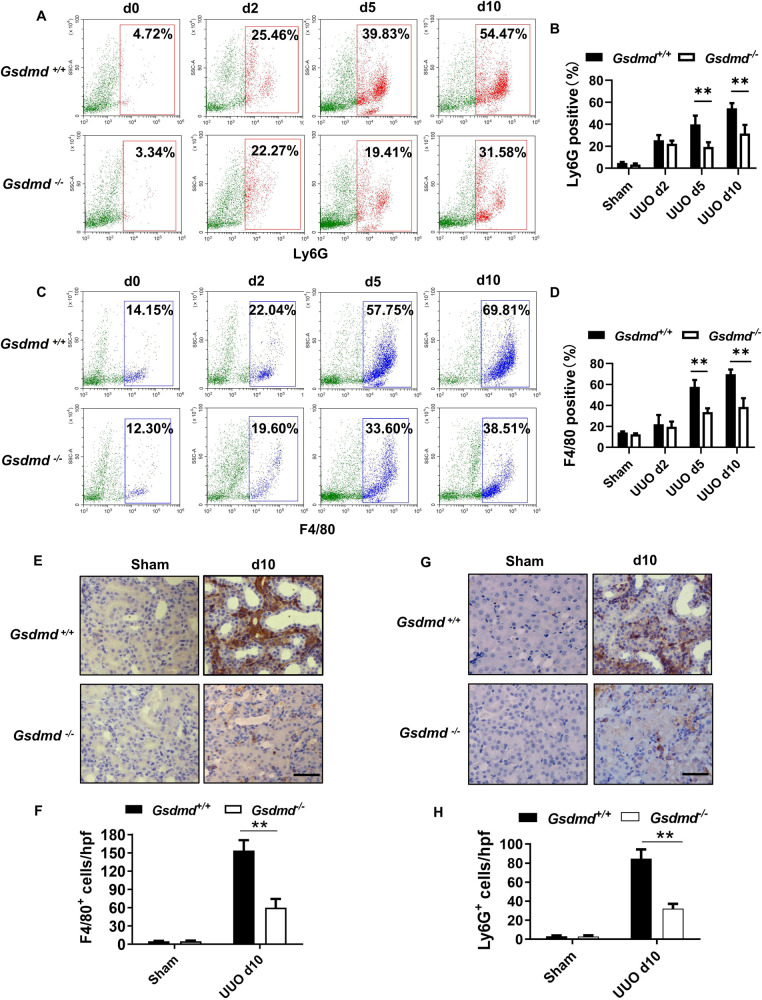
Ablation of *Gsdmd* reduced the infiltration of neutrophils and macrophages in the kidneys after UUO. **A**, **C** Flow cytometry was used to evaluate the cellular dynamics of neutrophils (Ly6G^+^) and macrophages (F4/80^+^) infiltration in the kidneys of *Gsdmd*^*+/+*^ mice and *Gsdmd*^*−/−*^ mice on day 0, 2, 5, and 10 after UUO. Representative images of flow cytometry analysis were shown in A and C. **B**, **D** Quantification of the percentage of neutrophils (Ly6G^+^) and macrophages (F4/80^+^) infiltration. *n* = 3. **E**, **G** Representative images of immunohistochemistry staining with F4/80^+^ **E** and Ly6G^+^ **G**. Scale bar: 100 μm. **F**, **H** Quantification of the number of F4/80^+^ and Ly6G^+^ cells per hpf. *n* = 5. **P < 0.01.

### Single-cell sequencing revealed macrophage-to-myofibroblast transition, GSDMD upregulation, NETs activation in neutrophils, and active crosstalk between neutrophils and macrophages

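In unilateral ureteral obstruction (UUO) the ureter of a kidney is tied off, urine builds up behind the tie, and the kidney becomes inflamed and then fibrotic. The data analysed here are single-cell transcriptomes of the obstructed kidneys of 2 wild-type mice, taken 10 days after UUO (UUO-10d). They come from a series other than the one the paper names, and were matched to the paper's day 10 kidneys by their labels only. Control kidneys and kidneys on day 2 were not analysed here, so no value is compared between time points. Cells were caught in droplets with barcoded beads, and each messenger RNA molecule was tagged with a unique molecular identifier (UMI) near its 3' end, so that PCR copies of a molecule count once. By the paper's methods, UMIs were counted per gene and cell with Cell Ranger and the cells were processed with Seurat. The deposited values are the natural log of 1 plus the UMIs of a gene per 10000 UMIs of its cell. The genome build and annotation are not given in the sources used here, so genes are named by symbol, without positions. Undoing the log gave back whole UMIs: 100% of the 20445900 values above 0 lay within 0.01 of a whole number. The table held 18780 genes. Mouse 1 had 24671572 UMIs in all and a median of 2916 UMIs per cell, and mouse 2 had 35404970 UMIs and a median of 3376. The paper gives its depth in reads per cell, before copies are merged, and the values here use UMIs.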

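After the study's filter on cells, the cells of both mice were clustered together. The clustering used the 2000 most variable genes, 30 principal components, 20 nearest neighbours and the Leiden method at resolution 1. Because the clusters were later compared on them, the genes of Fig. 3F together with *Gsdmd*, *Tnf*, *Il1b* and *Acta2*, 24 genes in all, were kept out of the clustering. Each cluster was named from lists of marker genes fixed before the data were examined and is called, for example, neutrophil-like. The naming used *Acta2*, *Tagln* and *Pdgfrb* among the markers of myofibroblast or mural cell-like cells, so high levels of these genes there follow in part from the name. The scoring rule that turns markers into names was settled after the clusters had been seen. UMIs were then summed per mouse and cell type and are given as CPM, in which every sum of a type and mouse is scaled to the same total. A spread of 2 mice is given as mean ± SD, and an interval in parentheses is an exact 95% interval that covers counting error only. Cell types were compared with limma on log2 of the CPM plus 10, over 11 types with at least 20 cells in each mouse and 14854 genes with at least 10 UMIs in 2 or more sums, with Benjamini-Hochberg adjustment. Log2 differences on this scale understate differences of genes with few UMIs. Cells were not used as replicates in these comparisons.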

To investigate the cellular function of neutrophils and macrophages during the process of renal fibrosis, we examined the single-cell transcriptomes of kidneys from mice undergoing UUO after 2 days (2d) and 10 days (10d), as well as control kidneys. Unsupervised clustering analysis identified 11 and 13 distinct cell clusters, respectively (Fig. 3A–C). 

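In the UUO-10d kidneys, the 14337 cells left by the filter fell into 21 clusters of 40 to 1954 cells. Of these, 5 clusters were T cell-like, 3 neutrophil-like, 2 proximal tubular-like and 2 natural killer (NK) cell-like. The macrophage, monocyte, dendritic cell, B cell, podocyte, loop of Henle or distal tubular, injured tubular and transitional epithelial names each went to 1 cluster, and a cluster of 592 cells led by *Ccr7*, *Lef1* and *Satb1* stayed unnamed. T cell-like cells made up 30.5% ± 3.19 of the cells (SD, n = 2 mice) and neutrophil-like cells 20.1% ± 1.14. Macrophage-like cells were 9.66% (8.95 to 10.4%) of mouse 1 and 12.9% (12.2 to 13.7%) of mouse 2. NK cell-like cells differed most between the mice among the types with over 5% of the cells of each, at 12.0% (11.2 to 12.8%) in mouse 1 and 5.12% (4.65 to 5.63%) in mouse 2. That difference lay in a cluster of 577 and 98 cells with T cell genes, while the other NK cell-like cluster held 195 and 306, and at a resolution of 0.5 the NK cell-like share was 2.96% and 3.80%. No cluster was fibroblast-, myofibroblast- or endothelial-like. When the cells of types other than immune cells were clustered again at resolution 2, a step chosen after the first clusters had been seen, 82 cells were endothelial-like and 21 cells, 10 of mouse 1 and 11 of mouse 2, were myofibroblast or mural cell-like. The number of clusters followed the resolution, with 16 clusters at a resolution of 0.5 and 34 at 2.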

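Marker genes separated most of the clusters by far more than the mice differed. *C1qa*, a complement gene of macrophages, stood at 6154 CPM in the macrophage-like cells of mouse 1 and 5411 in those of mouse 2, against 743 and 1255 in monocyte-like cells and 75.9 and 96.0 in neutrophil-like cells. *Adgre1*, which encodes F4/80, was at 396 and 359 in macrophage-like cells and at 92.7 and 96.2 in monocyte-like cells. *S100a8* was at 28510 and 45840 in neutrophil-like cells. In mouse 2 its UMIs were also found at 40.1 to 934 CPM in all other types with at least 20 cells per mouse, which is what free RNA of abundant neutrophil genes can leave in other cells. *Cd79a* was at 2177 and 2001 in B cell-like cells, *Umod* at 9603 and 6426 in loop of Henle or distal tubular-like cells, and *Slc34a1* at 2128 and 3558 in proximal tubular-like cells. The podocyte-like cluster held the endothelial gene *Emcn* at 362 and 432, because all 82 endothelial-like cells and 17 of the 21 mural cell-like cells of the second clustering lay in it. The monocyte-like cluster was led by *Arg1*, *Chil3* and *Fn1*, with *Plac8* at 3278 and 1280 and *Lyz2* at 10430 and 8146. *Cd3e* was less selective, at 528 and 538 in T cell-like and 484 and 234 in NK cell-like cells, and of the 2 NK cell-like clusters, the larger had a *Cd3e* UMI in 76.6% of its cells in mouse 1 and 80.6% in mouse 2, while the other had it in 15.4% and 17.3%.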

Cell clusters of control kidney and kidneys undergoing UUO were identified by kidney cell-specific marker expression (Fig. S2A, B). 

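At UUO-10d, dendritic cell-like cells were 178 of the filtered cells of mouse 1, or 2.76% (2.37 to 3.19%), and 366 of those of mouse 2, or 4.64% (4.19 to 5.13%). Their cluster was led by *Cd209a*, at 678 and 969 CPM and at most 7.36 in the other types, and its cells had a median of 7990 UMIs. *Batf3* was at 104 and 93.6 in these cells and at 85.0 and 63.2 in macrophage-like cells, so this gene separated the types little. Cells with the genes of transitional epithelium, the lining of the urinary tract, were far fewer. The transitional epithelial-like cluster held 32 cells of mouse 1, or 0.496% (0.340 to 0.699%), and 8 cells of mouse 2, or 0.101% (0.0438 to 0.200%). *Krt19* was at 3623 and 4393 CPM there and at most 25.3 in the other types, and the uroplakin gene *Upk3a* was at 732 and 1681. At a resolution of 0.5 no cluster took this name, and with a limit of 10% on the mitochondrial share it went to a cluster of 161 cells led by *Umod*, in which loop of Henle cells were merged.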

All 11 cell types in UUO-2d were shared with UUO-10d while dendritic and transitional cells were the only two observed unique cell types in UUO-10d. This was consistent with known features of chronicity. 

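For the comparison of macrophages with myofibroblasts, the 1642 macrophage-like cells were set beside the 21 myofibroblast or mural cell-like cells, which were led by *Col1a1*, *Igfbp5*, *Rgs5*, *Tagln* and *Acta2*. With fewer than 20 such cells in each mouse, no test was run, and the pseudotime of Fig. 3D and E was not rebuilt. Of the 20 genes printed in the heatmap of Fig. 3F, 18 had more CPM in the mural cell-like than in the macrophage-like cells of both mice, and for 15 of these the intervals were apart in both mice. *Rgs5* was at 0.825 (0.0999 to 2.98) CPM in macrophage-like cells of mouse 1 and 0.702 (0.145 to 2.05) in those of mouse 2, against 1831 (1283 to 2535) and 2646 (2095 to 3297) in mural cell-like cells. *Dstn* was at 83.8 and 88.5 against 1933 and 804, and *Myl9* at 6.60 and 13.1 against 2747 and 1005. *Ren1*, the gene of renin, was at 0 and 0.234 against 2645 and 3617. *Ptma* was abundant in both, at 1670 and 1587 against 2391 and 2110, and its intervals overlapped in mouse 2 only. The cell cycle genes *Cenpf* and *Ube2c* had UMIs in macrophage-like cells and none in mural cell-like cells, where their macrophage level lay under that of a single UMI. If these are the paper's own mice, the genes were chosen on samples that include them, and the count is then not independent evidence. Of the 21 mural cell-like cells, 13 had no *Acta2* UMI. Myofibroblasts were not told apart from other mural cells in this group, so a high level there is no mark of a transition.
*Acta2*, the gene of α-SMA, was at 4.54 (2.27 to 8.12) and 5.85 (3.79 to 8.64) CPM in macrophage-like cells and at 9563 and 1674 in mural cell-like cells, where 4 of 10 and 4 of 11 cells carried all of it. In T cell-like cells, taken here as cells without *Acta2* transcription, it was at 0.392 (0.0809 to 1.15) and 0.0892 (0.00226 to 0.497), below macrophage-like cells by more than counting error in both mice. Monocyte-like cells, at 4.42 (0.911 to 12.9) and 3.06 (0.995 to 7.15), were not separated from macrophage-like cells. Neutrophil-like cells were higher, at 22.6 (17.3 to 29.0) and 26.6 (22.2 to 31.5). The excess over T cell-like cells is therefore not particular to macrophage-like cells. After each cell was thinned to 1000 UMIs, 3 of 608 macrophage-like cells of mouse 1 held an *Acta2* UMI, or 0.493% (0.102 to 1.44%), and 5 of 1003 of mouse 2, or 0.499% (0.162 to 1.16%). In T cell-like cells the share was 2 of 1781, or 0.112% (0.0136 to 0.405%), and 0 of 2522. With a limit of 3 counts, lower than the upper end of an exact interval, the latter allows a share of up to 0.119%. At these small counts the intervals of the shares were apart in mouse 2 only. Thinning left out 15 and 16 macrophage-like and 43 and 63 T cell-like cells that were shallower. Median depths were 2991 and 3419 UMIs in macrophage-like and 3558 and 3720 in T cell-like cells, and without thinning the shares were 1.77% (0.885 to 3.14%) and 2.16% (1.36 to 3.25%) in macrophage-like and 0.165% and 0.0387% in T cell-like cells.

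**Figure D1:**
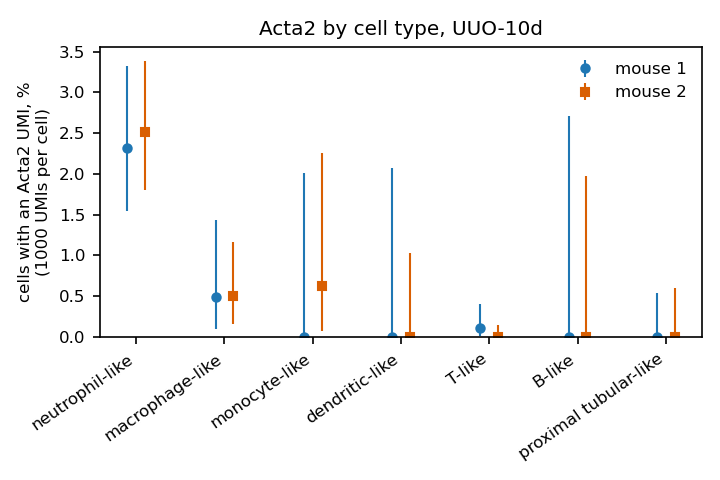
Percent of cells with an *Acta2* UMI after each cell was thinned to 1000 UMIs, by cell type and mouse at UUO-10d, with exact 95% binomial intervals that cover counting error only. Macrophage-like cells sit at 0.493% and 0.499%, neutrophil-like cells at 2.32% and 2.51%, and T cell-like cells at 0.112% and 0.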

The pattern of trajectory for macrophages and myofibroblasts and the heatmap of the top 20 genes significantly changed in pseudotime illustrated a transition from macrophage to myofibroblast (Fig. 3D–F). We observed abundant intercellular signaling between macrophage, neutrophils and myofibroblast (Fig. 3G), thereby supporting the aforementioned findings. 

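The paper's text does not name the list of ligand-receptor pairs behind Fig. 3G, so 144 pairs of a list written before the data were examined were counted instead. A pair counted when its ligand in the sending cells and its receptor in the receiving cells each reached 50 CPM in both mice. Macrophage-like cells sent 41 pairs to macrophage-like and 41 to monocyte-like cells, 33 to dendritic cell-like, 30 to neutrophil-like, 28 to NK cell-like and 27 to T cell-like cells. To the 21 myofibroblast or mural cell-like cells they sent 23 pairs, more than to podocyte-like cells with 22, B cell-like with 16, injured tubular-like with 14, and loop of Henle or distal tubular-like and proximal tubular-like cells with 11 each. Mural cell-like cells in turn sent 28 pairs to macrophage-like and 27 to neutrophil-like cells. A single UMI in the mural cell-like cells equals 50.9 CPM in mouse 1 and 33.5 in mouse 2, so at this depth a receptor counts there from 1 UMI in mouse 1 and 2 UMIs in mouse 2. The number of pairs to these cells was 41 with mouse 2 alone, 26 with mouse 1 alone and 9 at a threshold of 100 CPM. *Pdgfb* in macrophage-like cells at 179 and 111 CPM, with its receptor *Pdgfrb* at 305 and 569 in mural cell-like cells, was among the pairs, as was *Tgfb1* at 245 and 281 with *Tgfbr2* at 204 and 201. From the number of pairs in its own network, the paper concludes that macrophages, neutrophils and myofibroblasts signal abundantly to each other.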

We further revealed that *TNF-α* and *IL-1β* as the important inflammatory genes predominantly expressed in macrophages and neutrophils (Fig. S2C–F). 

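At UUO-10d, *Tnf* was highest in macrophage-like cells among the 8 cell types of Fig. S2C–F, at 240 CPM in mouse 1 and 272 in mouse 2. It was at 60.0 and 54.7 in neutrophil-like cells, 100 and 55.4 in dendritic cell-like cells, 51.2 and 59.7 in T cell-like cells and at most 5.38 in proximal tubular-like cells. Against the mean of B cell-, T cell-, NK cell-, proximal tubular- and loop of Henle or distal tubular-like cells, macrophage-like cells were higher by 3.19 log2 units (standard error 0.46, adjusted p = 5.02e-05 from limma), with 3.28 in mouse 1 and 3.10 in mouse 2. Neutrophil-like cells were higher by 1.21 (standard error 0.46, adjusted p = 0.0373 from limma), with 1.44 and 0.97 in the mice. That call was lost with a pseudocount of 50 (0.58, adjusted p = 0.132 from limma), without the filter on genes (1.21, adjusted p = 0.0545 from limma) and at a clustering resolution of 0.5 (1.28, adjusted p = 0.0529 from limma). At that resolution the reference held only 4 of the 5 types. Neutrophil-like and dendritic cell-like cells were not separated (log2 difference −0.33, standard error 0.60, adjusted p = 0.844 from limma). In monocyte-like cells, which are not among the types of that figure, *Tnf* differed between the mice, at 61.8 and 395, and a different mix of states within this type was not told from a change within a state.
*Il1b* was highest in neutrophil-like cells of mouse 1, at 10900 CPM, and stood at 4362 in those of mouse 2. Dendritic cell-like cells had 4752 and 4812, monocyte-like cells 3019 and 3340, and macrophage-like cells 1957 and 1672, while T cell-like cells had 39.7 and 28.7 and proximal tubular-like cells 40.4 and 28.5. Against the same 5 types, neutrophil-like cells were higher by 7.39 log2 units (standard error 0.64, adjusted p = 9.99e-08 from limma) and macrophage-like cells by 5.46 (standard error 0.64, adjusted p = 5.49e-06 from limma). The difference from dendritic cell-like cells was 0.53 (standard error 0.83, adjusted p = 0.805 from limma), 1.20 in mouse 1 and −0.14 in mouse 2. The paper states that both genes are expressed predominantly in macrophages and neutrophils.

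**Figure D2:**
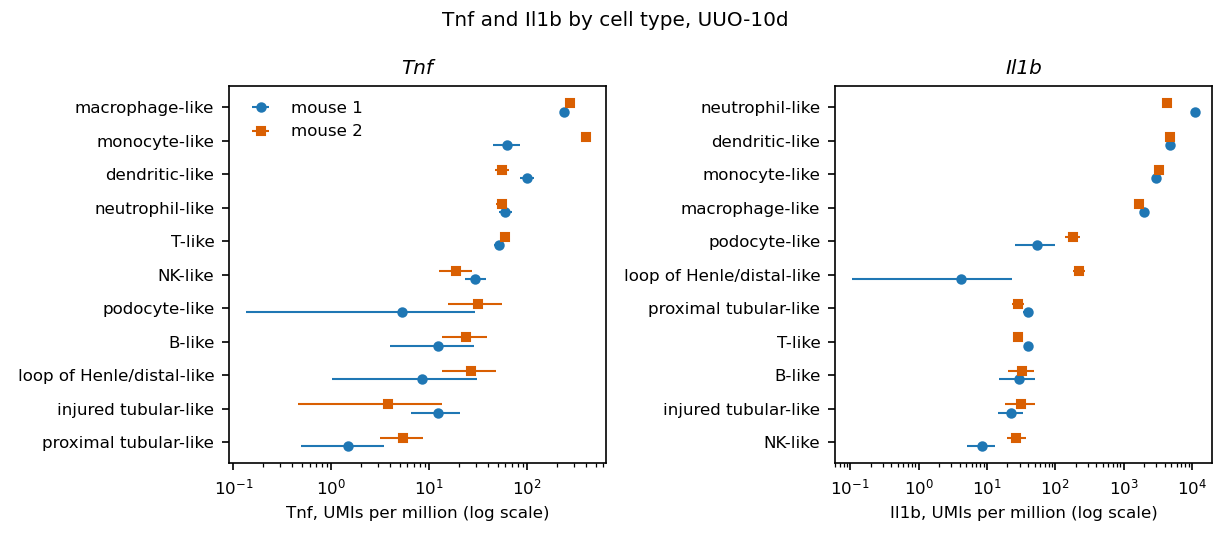
CPM of *Tnf* and *Il1b* by cell type at UUO-10d on log axes, with a point for each of the 2 mice and exact 95% Poisson intervals that cover counting error only. *Tnf* is at 240 and 272 in macrophage-like cells, and *Il1b* lies at 1672 or higher in all 4 myeloid types.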

Compared to control kidneys, the expression of *TNF-α* and *IL-1β* significantly upregulated on day2 and day10 post-UUO (Fig. S2G–J). These data suggest that macrophages and neutrohils play essential roles in inflammation after UUO.

**Fig. 3:**
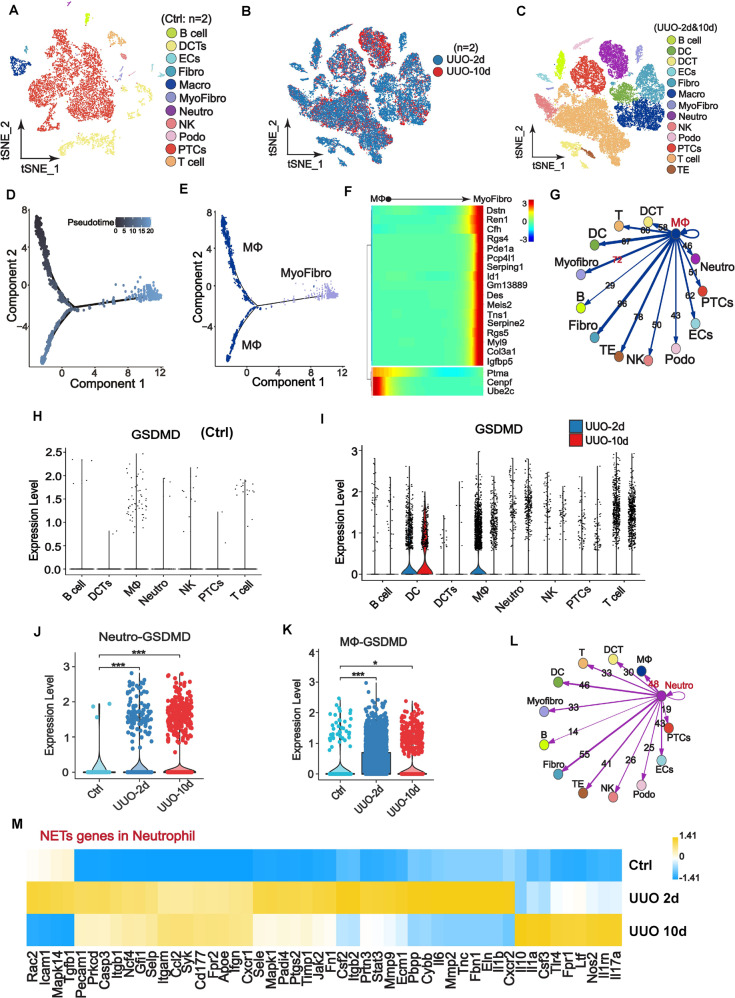
Single-cell sequencing showed macrophage-to-myofibroblast transition, GSDMD upregulation, NETs activation in neutrophils and activated crosstalk between neutrophils and macrophages in the obstructive kidneys. **A**–**C** t-distributed stochastic neighbor embedding (tSNE) plot of cell clusters identified on the basis of the expression of highly variable genes in the kidneys from control group (*n* = 2), obstructive kidney on day 2 (*n* = 2) and day 10 (*n* = 2) after UUO. tSNE analysis showed 11 distinct clusters of renal cells in control **A** and 13 distinct clusters in UUO **C** mice. The distribution of cell clusters was consistent between obstructive kidney on day 2 and day 10 **B**. DCTs: distal convoluted tubules; ECs: endothelial cells; Fibro: fibroblast; Macro: macrophage; Myofibro: myofibroblast; Neutro: neutrophil; NK: natural killer cell; Podo: podocyte; PTCs: proximal tubular cells; DC: dentritic cell; TE: transitional epithelia. **D**, **E** Unsupervised trajectory of macrophage-to-myofibroblast transition along pseudotime using Monocle. **F** Heatmap of top 20 genes significantly changed in macrophage-to-myofibroblast transition in pseudotime. Each row represents a gene. The left and right end corresponds to the starting point (macrophage) and the ending point (myofibroblast) respectively. Color scheme represents the z-score distribution from −3.0 to 3.0. **G** Network visualization of the ligands expressed by macrophage and the other cells expressing the cognate receptors primed to receive the signal. Numbers indicate the quantity of ligand-receptor pairs for each intercellular crosstalk. **H**, **I** Violin plots of log-transformed gene expression of GSDMD in each cell population of control kidney **H** and obstructive kidney on day 2 and 10 after UUO **I**. **J**, **K** Comparison of gene expression of GSDMD in neutrophils **J** and macrophages **K** between control kidney and obstructive kidney on day 2 and 10 after UUO. **L** Network visualization of the ligands expressed by neutrophil and the other cells expressing the cognate receptors primed to receive the signal. Numbers indicate the quantity of ligand-receptor pairs for each intercellular crosstalk. **M** Heat map showing the difference of NETs-associated genes expression in neutrophils among control kidney and obstructive kidney on day 2 and 10 after UUO. The colors of yellow to blue represented alterations from high expression to low expression. *P < 0.05; ***P < 0.001.

We further examined *Gsdmd* expression in a variety of healthy and obstruction-injured renal cell types by single-cell sequencing. The expression of *Gsdmd* increased significantly in different immune cell types including neutrophils and macrophages in kidneys after UUO, but very scarce in renal tubular cells (Fig. 3H–K). 

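At UUO-10d, *Gsdmd* had 115 UMIs in macrophage-like cells of mouse 1 and 216 in those of mouse 2, or 47.5 (39.2 to 56.9) and 50.6 (44.0 to 57.8) CPM. In proximal tubular-like cells it had 22 and 6 UMIs, or 6.59 (4.13 to 9.97) and 1.90 (0.697 to 4.13) CPM. Injured tubular-like cells were at 4.67 (1.52 to 10.9) and 5.64 (1.16 to 16.5), and loop of Henle or distal tubular-like cells, with 1 and 5 UMIs, at 4.21 (0.107 to 23.4) and 12.3 (3.98 to 28.6). Monocyte-like cells had 89.8 (68.7 to 115) and 60.0 (48.7 to 73.2), dendritic cell-like cells 60.6 (48.1 to 75.5) and 67.6 (58.0 to 78.4), T cell-like cells 25.6 (22.1 to 29.5) and 28.9 (25.8 to 32.2), NK cell-like cells 23.9 (17.9 to 31.1) and 27.8 (19.9 to 37.7), and B cell-like cells, with 9 and 13 UMIs, 21.9 (10.0 to 41.6) and 19.4 (10.3 to 33.1). Podocyte-like cells, with 8 and 14 UMIs, were at 42.6 and 39.8, so not every cell type outside the immune system was low. Against proximal tubular-like cells, *Gsdmd* was higher by 1.75 log2 units in neutrophil-like cells (standard error 0.27, adjusted p = 4.1e-05 from limma), with 1.91 in mouse 1 and 1.59 in mouse 2. In macrophage-like cells it was higher by 2.07 (standard error 0.27, adjusted p = 8.78e-06 from limma), with 1.79 and 2.35. The pseudocount moved the neutrophil value most, to 3.01 with 1 and 0.70 with 50, and both calls held under every alternative that gave a p-value. Control kidneys were not analysed here, so the increase after UUO was not measured. From its own comparisons between cell types and with control kidneys, the paper concludes that *Gsdmd* rises in immune cells after UUO and is scarce in tubular cells.

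**Figure D3:**
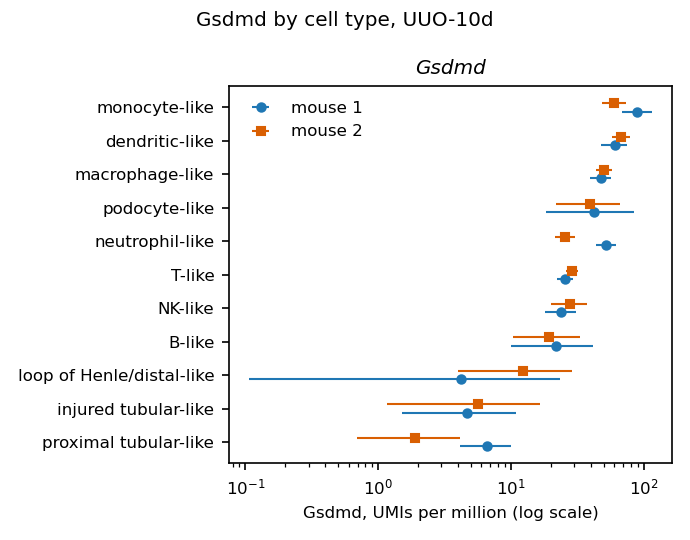
CPM of *Gsdmd* by cell type at UUO-10d, with a point for each of the 2 mice and exact 95% Poisson intervals that cover counting error only. Monocyte-, dendritic cell- and macrophage-like cells lie above 47 in both mice, and the 3 tubular types at 12.3 or less.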

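On day 10 the 2 mice differed in neutrophil-like *Gsdmd*, with 141 UMIs or 52.2 (44.0 to 61.6) CPM in mouse 1 and 128 UMIs or 25.8 (21.5 to 30.6) CPM in mouse 2, a mean of 39.0 ± 18.7 (SD, n = 2 mice). Mouse 2 alone thus gives a level near that of its T cell-like cells. The difference lay in a single cluster. In the neutrophil-like cluster led by *S100a9* and *Ly6g*, with 504 and 512 cells, *Gsdmd* was at 47.4 (35.4 to 62.2) and 42.3 (33.1 to 53.3) CPM. In the cluster led by *Igfbp6* and *Ccrl2*, with 730 and 235 cells, it was at 56.1 (45.0 to 69.1) and 45.2 (30.0 to 65.3). In the cluster led by *Cxcl3* and *Ero1l*, which held 904 cells of mouse 2 and 13 of mouse 1, it was at 10.6 (7.02 to 15.3) in mouse 2. Within each of the first 2 clusters the intervals of the mice overlapped. Macrophage-like cells showed no such difference, with a mean of 49.0 ± 2.19 (SD, n = 2 mice). Day 2 kidneys were not analysed here, so no trend from day 2 to day 10 was measured.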

Up-regulated *Gsdmd* expression in neutrophils remained robust until day 10 after UUO, but that in macrophages on day 10 showed a downtrend compared with day 2. 

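Neutrophil extracellular traps (NETs) are webs of DNA and granule proteins that neutrophils release. Of the 50 genes printed in Fig. 3M, 49 were analysed here, and 22 of them reached 50 CPM in the neutrophil-like cells of both mice at UUO-10d. The highest after *Il1b* were *Mmp9*, at 995 ± 416 (SD, n = 2 mice), *Rac2*, at 822 ± 236, *Ptgs2*, at 707 ± 544, and *Il1rn*, at 701 ± 105. *Cxcr2* was at 455 ± 122 and *Itgam*, which encodes CD11b, at 344 ± 52.4. Of the 49 genes, 13 were higher in neutrophil-like cells than in any other type tested in each of the 2 mice, and 8 of these were among the 22. The threshold makes no allowance for free RNA from other cells, so a gene among the 22 need not be transcribed in neutrophils. *Rac2* was highest in T cell-like cells, *Itgb2* and *Ifng* in NK cell-like cells and *Apoe* in macrophage-like cells, and all 4 are among the 22. *Padi4*, whose enzyme citrullinates histones during NET formation, was lower, at 36.3 and 29.6 CPM, but was nearly confined to neutrophil-like cells: its level in the other types was at most 2.71. *Fpr1* differed between the mice, at 88.1 and 366. *Mmp2*, *Tnc*, *Fbn1* and *Eln* had no UMI in neutrophil-like cells of either mouse. The number of genes reaching the threshold was 31 at 20 and 15 at 100 CPM. These are levels in obstructed kidneys only. Control kidneys were not analysed here, so activation by UUO was not measured.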

NETs-associated genes in neutrophils were significantly activated by UUO (Fig. 3M), thus, confirming the involvement of NETs formation in obstructive kidneys. Next, we assessed crosstalk between neutrophils and other cell types. We found that macrophage had the most active intercellular crosstalk with neutrophils compared to other immune cells (Fig. 3L). 

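Counted over the same 144 pairs and in the same way, neutrophil-like cells at UUO-10d sent 43 pairs to macrophage-like cells, the highest number among the receiving types, and 40 each to monocyte-like and neutrophil-like cells. Dendritic cell-like cells received 34, NK cell-like and T cell-like cells 28 each, and B cell-like cells 21. Mural cell-like cells received 25, podocyte-like cells 23, injured tubular-like cells 16, and the other tubular types 12 each. The numbers of pairs were not tested, and those of each mouse alone are given below. The rule makes no allowance for free RNA. *Apoe*, for example, counted as a ligand of neutrophil-like cells at 201 and 307 CPM, against 16470 and 18810 in macrophage-like cells. A lead of 3 pairs therefore does not rank macrophage-like above monocyte-like cells, and it did not hold under every choice. At 20 CPM monocyte-like cells received 59 pairs and macrophage-like cells 52, and at 100 CPM 23 and 18. When detection was set at a UMI in 10% of the cells, the counts were 39 and 38. In mouse 1 alone they were 45 and 43, and in mouse 2 alone 45 each. Among the pairs from neutrophil-like to macrophage-like cells, *Ccl6* was at 1246 and 3401 CPM in neutrophil-like cells, with its receptors *Ccr1* at 66.4 and 105 and *Ccr2* at 535 and 413 in macrophage-like cells. *Thbs1* was at 1247 and 2226, with *Cd47* at 263 and 233. From its own counts of pairs, the paper concludes that macrophages have the most active crosstalk with neutrophils among immune cells.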

Taken together, we provide solid evidence for up-regulated expression of *Gsdmd* and NETs activation in neutrophil and close interactions between neutrophils and macrophages in the obstructive kidney.

### UUO induced NETs formation in neutrophils and α-SMA production in macrophages, which could be inhibited by *Gsdmd* deletion

To explore the role of GSDMD in NETs formation, we compared the expression of histone H3 (H3), core component of nucleosome, by immunofluorescence on day 2 and day 7 post-UUO between *Gsdmd*^*-/-*^ and *Gsdmd*^*+/+*^ mice. Myeloperoxidase (MPO) staining was used to confirm neutrophil infiltration. H3 and MPO were stained double positively with loose expansion of chromatin in renal interstitium of *Gsdmd*^*+/+*^ mice after UUO, which was indicative of NETs formation. *Gsdmd* deletion significantly reduced the number of H3 and MPO double positive cells (Fig. 4A, B). Myofibroblasts, a subset of activated fibroblasts, are often characterized using α-SMA as a specific marker [21]. We observed α-SMA expression in F4/80^+^ macrophages on day 7, suggesting MMT in renal fibrosis which was supported by previous studies [22–25]. The number of cells co-expressing α-SMA and F4/80 in the kidneys of *Gsdmd*^*-/-*^ mice post-UUO were downregulated (Fig. 4C, D). Further, flow cytometry analyses confirmed that *Gsdmd* depletion reduced the percentage of macrophages expressing α-SMA in kidneys on day 7 and 10 after UUO (Fig. 4E, F). These data demonstrate that GSDMD contributes to NETs release from neutrophils and α-SMA expression in macrophages.

**Fig. 4:**
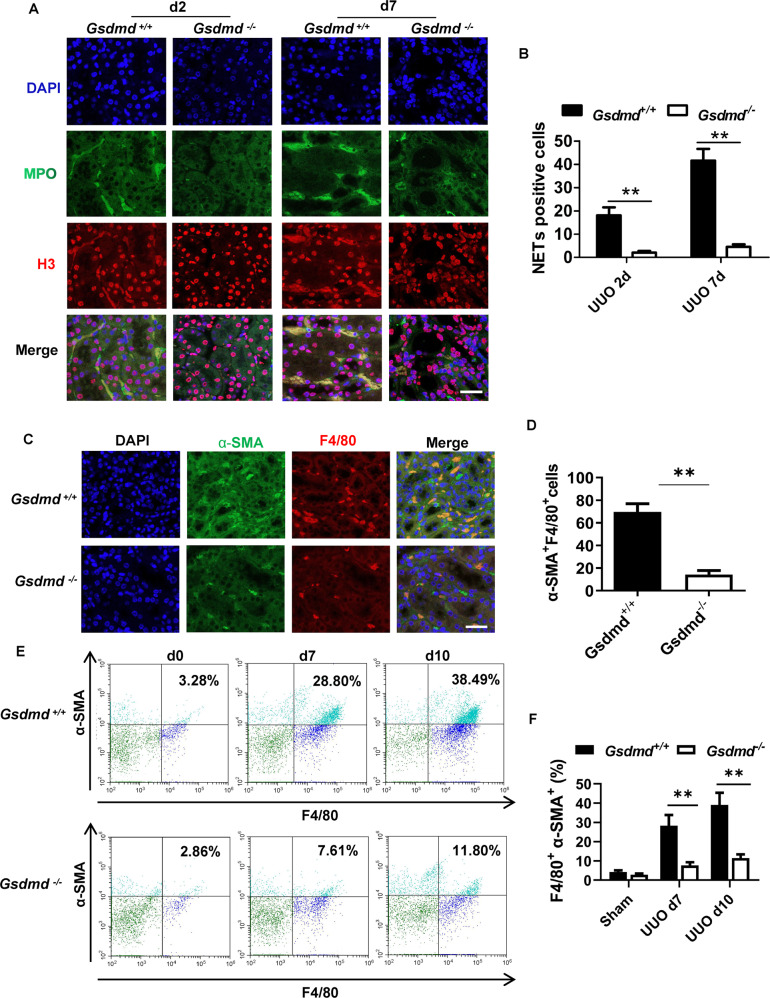
Deletion of *Gsdmd* suppressed NETs formation and α-SMA expression in macrophages in kidney after UUO. **A** Representative images of immunofluorescence staining of kidney sections, showing the expression of Histone-H3 and MPO. Kidneys were isolated from *Gsdmd*^*+/+*^ mice and *Gsdmd*^*−/−*^ mice on day 2 and 7 after UUO. Scale bar: 100 μm. **B** Quantification of cells undergoing NETs formation characterized by Histone-H3 and MPO double positive. *n* = 6. **C** Representative images of immunofluorescence staining of kidney sections, showing the coexpression of α-SMA and F4/80 in macrophage-to-myofibroblast trasition cells on day 7 after UUO. Scale bar: 100 μm. **D** Quantification of cells coexpressing α-SMA and F4/80 by immunofluorescence. *n* = 6. **E** Flow cytometry was used to evaluate the percentage of macrophages expressing α-SMA on day 0, 7 and 10 after UUO in the kidneys of *Gsdmd*^*+/+*^ mice and *Gsdmd*^*−/−*^ mice. **F** Quantification of the percentage of macrophages expressing α-SMA in the kidneys by flow cytometry analysis. *n* = 3. **P < 0.01.

### *Gsdmd* deletion in bone marrow-derived cells instead of renal parenchymal cells provided protection against renal fibrosis following UUO

To further examine the contribution of renal parenchymal cells and bone marrow-derived immune cells to the pathogenesis of renal fibrosis post-UUO, we performed chimera studies by bone marrow transplantation. *Gsdmd*^*+/+*^ to *Gsdmd*^*+/+*^ chimeric mice developed severe renal fibrosis post-UUO and displayed increased collagen deposition as determined by Masson Trichrome staining on day 13 after UUO (Fig. 5A, D). These pathological changes were similar in *Gsdmd*^*+/+*^ to *Gsdmd*^*−/−*^ chimeric mice. However, both *Gsdmd*^*−/*−^ to *Gsdmd*^*+/+*^ and *Gsdmd*^*−/−*^ to *Gsdmd*^*−/−*^ chimeric mice showed significant renoprotection. We also observed increased deposition of α-SMA and Col I in the kidneys of *Gsdmd*^*+/+*^ to *Gsdmd*^*+/+*^ and *Gsdmd*^*+/+*^ to *Gsdmd*^*−/−*^ chimeric mice. In contrast, expression of these fibrotic markers was downregulated in *Gsdmd*^*−/−*^ to *Gsdmd*^*+/+*^ and *Gsdmd*^*−/−*^ to *Gsdmd*^*−/−*^ chimeric mice (Fig. 5B, C, E, F). Furthermore, NETs formation was suppressed in *Gsdmd*^*−/−*^ to *Gsdmd*^*+/+*^ chimeras (Fig. 5G, H) as was α-SMA expression in macrophages (Fig. 5I, J) on day 7 after UUO. These data confirm that GSDMD from bone marrow-derived cells, not renal parenchymal cells, is involved in renal fibrosis after UUO.

**Fig. 5:**
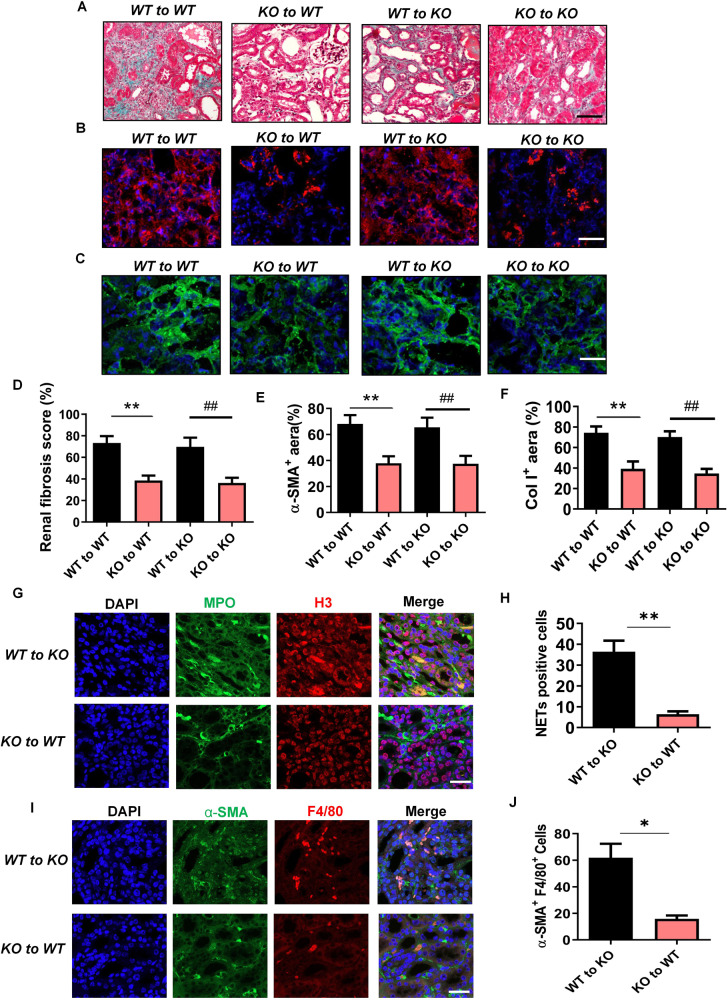
*Gsdmd* deficiency in bone marrow-derived cells instead of renal parenchymal cells reduced renal fibrosis progression after UUO. **A** Representative images of Masson trichrome staining of kidney sections. Kidneys were isolated from bone marrow chimeric mice (*Gsdmd*^*+/+*^ to *Gsdmd*^*+/+*^, *Gsdmd*^*+/+*^ to *Gsdmd*^*−/−*^, *Gsdmd*^*−/−*^ to *Gsdmd*^*+/+*^ and *Gsdmd*^*−/−*^ to *Gsdmd*^*−/−*^) on day 13 after UUO. Scale bar: 100 μm. **B**, **C** Representative images of immunofluorescence staining of kidney sections from bone marrow chimeric mice, showing the expression of α-SMA **B** and Col I **C**. DAPI (blue) was used for nuclear staining. Scale bar: 100 μm. **D–F** Quantification of renal fibrosis scores evaluated by Masson trichrome staining **D**, α-SMA **E** and Col I **F** expression by immunofluorescence. *n* = 6. **G**, **H** Representative images of immunofluorescence staining of kidney sections from *Gsdmd*^*+/+*^ to *Gsdmd*^*-/-*^, *Gsdmd*^*-/-*^ to *Gsdmd*^*+/+*^ mice on day 7 after UUO, showing the expression of Histone-H3 and MPO and quantification of cells undergoing NETs formation characterized by H3 and MPO double positive. *n* = 6. Scale bar: 100 μm. **I**, **J** Representative images of immunofluorescence staining of kidney sections from *Gsdmd*^*+/+*^ to *Gsdmd*^*−/−*^, *Gsdmd*^*−/−*^ to *Gsdmd*^*+/+*^ mice, showing the coexpression of α-SMA and F4/80 in macrophage-to-myofibroblast trasition cells on day 7 after UUO and quantification of cells coexpressing α-SMA and F4/80 by immunofluorescence. *n* = 6. Scale bar: 100 μm. *P < 0.05; **P < 0.01; ^##^*P* < 0.01.

### Specific deletion of *Gsdmd* in neutrophils instead of macrophages protected the kidney from undergoing fibrosis after UUO

To distinguish the specific contribution of each inflammatory cell type to prevent fibrosis in the *Gsdmd*^*−/−*^ mouse, we generated neutrophil-specific and macrophage-specific *Gsdmd* deficient mice by crossing *Gsdmd*^*fl/fl*^ mice and with *Mrp8-Cre* or *Lyz-Cre* mice respectively. Compared with wild type mice (*Gsdmd*^*wt/wt*^*Mrp8*^*cre*^), neutrophil-specific *Gsdmd* deficient mice (*Gsdmd*^*fl/fl*^*Mrp8*^*cre*^) significantly reduced renal fibrosis on day 13 after UUO. However, macrophage-specific *Gsdmd* deficient mice (*Gsdmd*^*fl/fl*^*Lyz*^*cre*^) failed to reduce renal fibrosis when compared with wild type mice (*Gsdmd*^*wt/wt*^*Lyz*^*cre*^) (Fig. 6A, D). Consistently, neutrophil-specific *Gsdmd* deficient mice instead of macrophage-specific *Gsdmd* deficient mice reduced the expression of α-SMA (Fig. 6B, E) and Col I (Fig. 6C, F) in the kidneys on day 13 after UUO. We noticed that macrophage-specific *Gsdmd* deletion also inhibited inflammatory cytokines including TNF-α and IL-1β production in kidney (Fig. S3.A, B), suggesting that the excretion of TNF-α and IL-1β in macrophages did not play the leading function in the progression of renal fibrosis induced by ureteral obstruction. Taken together, these data provide evidence that GSDMD activation in neutrophils rather than in macrophages contributes to the progression of renal fibrosis after ureteral obstruction.

**Fig. 6:**
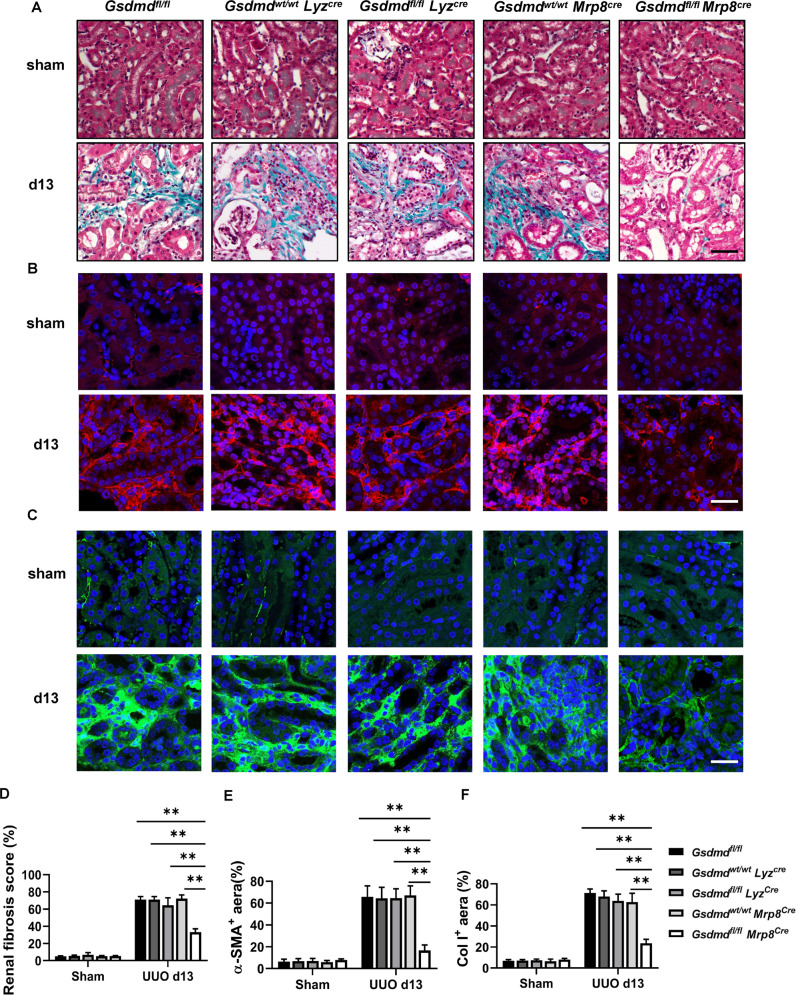
Specific deletion of *Gsdmd* in neutrophils instead of macrophages protected the kidney from undergoing fibrosis after UUO. **A** Representative images of Masson trichrome staining of kidney sections. Kidneys were collected from *Gsdmd*^*fl/fl*^*, Gsdmd*^*wt/wt*^*Lyz*^*cre*^*, Gsdmd*^*fl/fl*^*Lyz*^*cre*^*, Gsdmd*^*wt/wt*^*Mpr8*^*cre*^ and *Gsdmd*^*fl/fl*^*Mpr8*^*cre*^ mice on day 13 after UUO. Scale bar: 100 μm. **B**, **C** Representative images of immunofluorescence staining of kidney sections, showing the expression of α-SMA **B** and Col I **C**. DAPI (blue) was used for nuclear staining. Scale bar: 100 μm. **D**–**F** Quantification of renal fibrosis scores evaluated by Masson trichrome staining **D**, α-SMA **E**, and Col I **F** expression by immunofluorescence. *n* = 6. **P < 0.01.

### GSDMD-dependent NETs actived p65 translocation into the nucleus in macrophages and promoted inflammation and MMT

The interaction between neutrophils and macrophages is an interesting area of research and there is growing evidence suggesting NETs as potential pathway through which neutrophils affect macrophages [14, 15]. NETs formation in vitro were induced in neutrophils isolated from *Gsdmd*^*+/+*^ and *Gsdmd*^*−/−*^ mice. Low dose (20 nM) of phorbol 12-myristate 13-acetate (PMA) was firstly used to prime neutrophils to a low-grade activated state but not to induce NETs formation. Then hydrops extracted from the obstructed kidney and urine of healthy mice were then added to the treatment and control group respectively. Immunofluorescence revealed positive GSDMD expression in *Gsdmd*^*+/+*^ neutrophils in the control and treatment group (Fig. 7A). In addition, we found that GSDMD was primarily localized in the cytoplasm in unstimulated neutrophils. Following hydrops from the obstructed kidney stimulation, GSDMD translocalization to the cell membranes was observed. This stimulation also induced NETs formation characterized by positive Cit-H3 staining in *Gsdmd*^*+/+*^ neutrophils, which was inhibited by *Gsdmd* deletion (Fig. 7B, C). TGF-β1/Smad3 signaling has been recognized as the master regulator of MMT. Significantly, we found that NETs promoted expression of α-SMA and its upstream transcription factor, phosphorylated Smad3, in both *Gsdmd*^*+/+*^ and *Gsdmd*^*-/-*^ macrophages (Fig. 7D, E). Taken together, these data suggest that *Gsdmd* deletion reduces α-SMA expression in macrophages possibly through the NETs signaling pathway. Pre-treatment of macrophages with the known NETs inhibitors, DNase I or neutrophil elastase (NE) inhibitor, prevented α-SMA expression in macrophages (Fig. 7D). Further, treatment with an anti-TGF-β1 antibody prevented α-SMA expression in macrophage stimulated by NETs. This agreed with the hypothesis that NETs could promote MMT through the TGF-β1/Smad3 signaling pathway (Fig. 7D). In addition, NETs promoted the NF-κB p65 subunit translocated into the nucleus of macrophages (Fig. 7F, G). NETs also increased TGF-β1 and TNF-α generation in macrophages, but did not inhibited by *Gsdmd* deletion (Fig. 7H, I). LPS and HMGB1 treatment promoted IL-1β generation in macrophages, which could be inhibited by *Gsdmd* deletion (Fig. 7J).

**Fig. 7:**
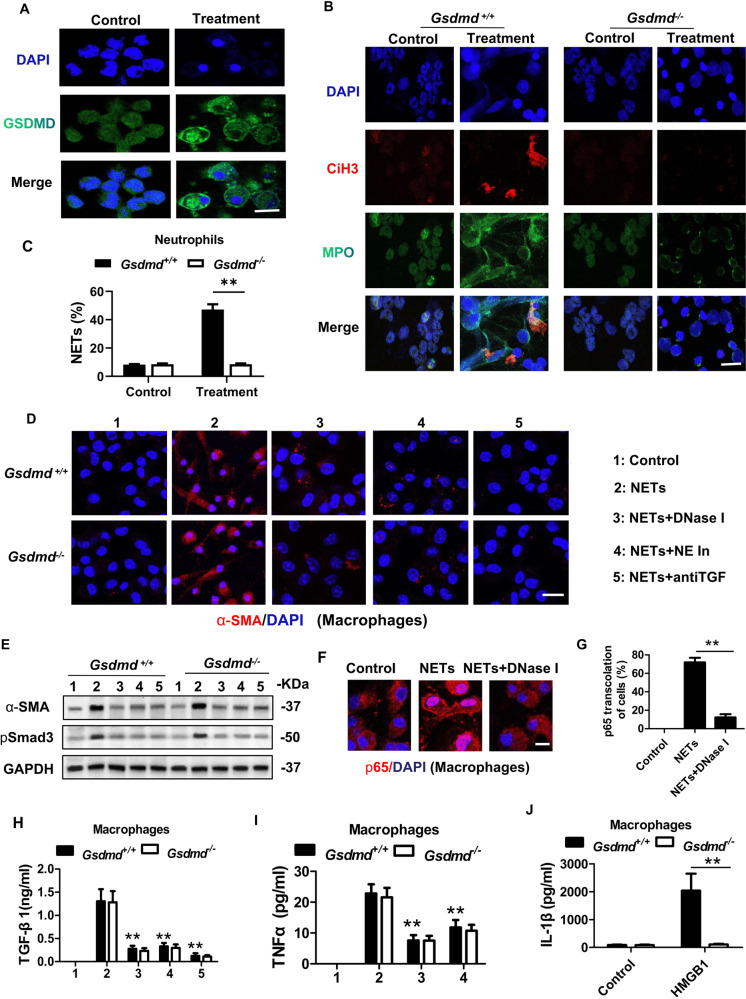
In vitro studies revealed that NETs promoted macrophage-to-myofibroblast transition. **A** Representative images of immunofluorescence staining of GSDMD (green). The neutrophils were isolated from the bone marrow of wild-type mice. Neutrophils were primed with very low dose of PMA 20 nM for 3 h and then treated with hydrops extracted from the obstructed kidney (treatment group) or urine of healthy mice (control group) for 8 hours. GSDMD translocalization to the cell membranes was induced in the treatment group. Scale bar: 50 μm. *n* = 4. **B**, **C** Representative images of immunofluorescence staining of Cit-H3 and MPO and quantification of neutrophils undergoing NETs formation characterized by Cit-H3 positive. The neutrophils were isolated from the bone marrow of *Gsdmd*^*+/+*^ mice and *Gsdmd*^*−/−*^ mice and treated with as A described. *n* = 6. Scale bar: 50 μm. **D** Representative images of immunofluorescence staining of the expression of α-SMA. The macrophages were treated with NETs, NETs plus DNase I(10 U/ml), NETs plus NE inhibitor (Alvelestat, 10 μmol/ml) or NETs plus antiTGF-β1 antibody for 96 h. Scale bar: 50 μm. **E** Western blot analysis for α-SMA and phosphorylated Smad3 expression of macrophages, which was corresponding to the five condition of **D**. *n* = 4. **F**, **G** Representative images of immunofluorescence staining of p65. Macrophages were treated with NETs, or NETs plus DNase I. Scale bar: 50μm. **H**, **I** Macrophages were treated as described in **D**. TNF-α and TGF-β1 production in macrophages were detected by ELISA. *n* = 4. **J** Macrophages were treated with 1 μg/mL LPS and 500 ng/ml HMGB1 for 18 h. IL-1β production in macrophages were detected by ELISA. The macrophages were isolated from the bone marrow of *Gsdmd*^*+/+*^ mice and *Gsdmd*^*−/−*^ mice and treated with HMGB1 or not. *n* = 4. ** *P* < 0.01.

### Caspase 11 activation in neutrophils played an essential role in NETs formation and renal fibrosis after UUO

It has been well known that GSDMD could be cleaved by caspases including caspase-1, 4, 5, and 11 [26]. Previous study revealed that Casp11 was required for GSDMD-dependent NETs formation [18]. In our study, we actually found that Casp11 was activated during the development of obstructive nephropathy (Fig. 8A). To examine the role of Casp11 in NETs formation and renal fibrosis after UUO, we generated neutrophil-specific *Casp11* deficient mice by crossing *Casp11*^*fl/fl*^ mice with *Mrp8-Cre* mice. Specific deletion of *Casp11* in neutrophils effectively protected the kidney from undergoing fibrosis (Fig. 8B, Fig. S4A) and expressing α-SMA (Fig. 8C, Fig. S4B) and Col I (Fig. 8D, Fig. S4C) on day 13 after UUO. NETs formation in the kidney induced by ureteral obstruction was significantly reduced by neutrophil-specific deletion of *Casp11* (Fig. 8E, Fig. S4D). Consistently, in vitro, hydrops extracted from the obstructed kidney induced NETs formation in neutrophils of *WT* mice, which could be inhibited by *Casp11* deletion (Fig. 8F, G). Thus, in response to ureteral obstruction, NETs formation in the renal infiltrating neutrophils depends on Casp11/GSDMD activation.

**Fig. 8:**
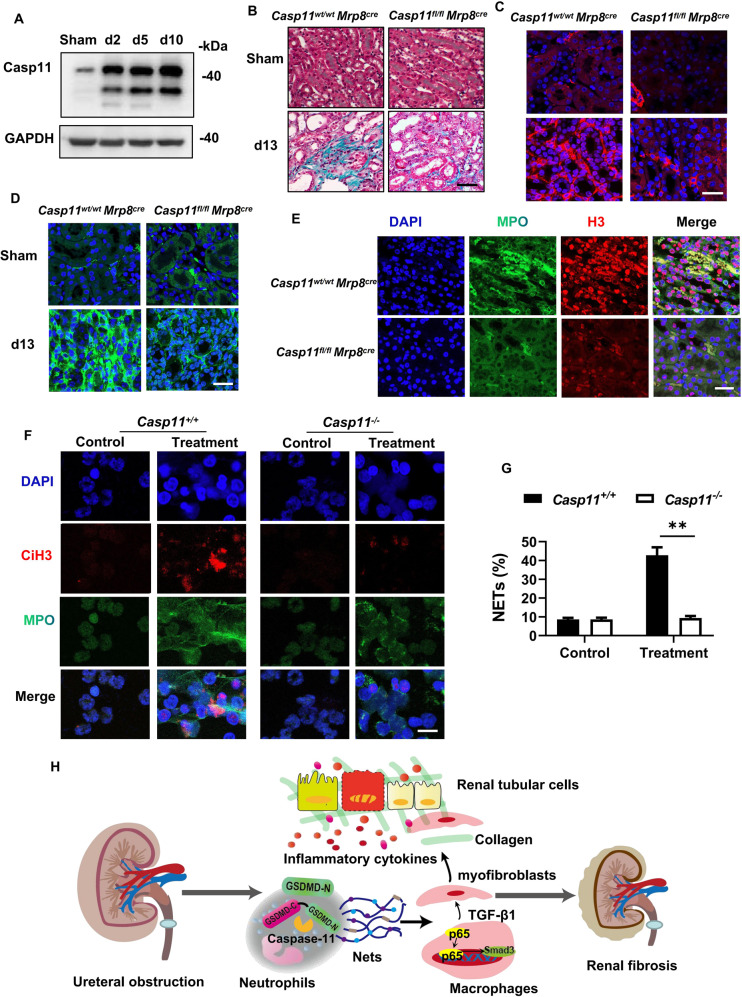
Specific deletion of *Casp11* in neutrophils inhibited NETs formation and renal fibrosis after UUO. **A** Western blot showing caspase11 activation in the kidneys after UUO. Kidney tissue lysates were isolated on day 0, 2, 5, and 10 after UUO. *n* = 4. **B** Representative images of Masson trichrome staining of kidney sections from *Casp11*^*wt/wt*^*Mrp8*^*cre*^ and *Casp11*^*fl/fl*^*Mrp8*^*cre*^ mice on day 13 after UUO. Scale bar: 100 μm. *n* = 6. **C**, **D** Representative images of immunofluorescence staining of kidney sections from *Casp11*^*wt/wt*^*Mrp8*^*cre*^ and *Casp11*^*fl/fl*^*Mrp8*^*cre*^ mice, showing the expression of α-SMA **C** and Col I **D**. DAPI (blue) was used for nuclear staining. Scale bar: 100 μm. **E** Representative images of immunofluorescence staining of kidney sections from *Casp11*^*wt/wt*^*Mrp8*^*cre*^ and *Casp11*^*fl/fl*^*Mrp8*^*cre*^ mice on day 10 after UUO, showing the expression of Histone-H3 and MPO. Scale bar: 100μm. **F**, **G** Representative images of immunofluorescence staining of Cit-H3 and MPO and quantification of neutrophils undergoing NETs formation. The neutrophils were isolated from *Casp11*^*+/+*^ and *Casp11*^*-/-*^ mice and treated as described in Fig. 7A. *n* = 6. Scale bar: 50 μm. **H** Schematic model of GSDMD-dependent NETs promoting MMT and renal fibrosis in obstructive nephropathy.

## Discussion

As well as contributing to acute phases of kidney injury, leading to more severe tubule damage, immune cell-mediated inflammatory responses also stimulate the transition from AKI to CKD characterized by extracellular matrix deposition and renal fibrosis [27]. GSDMD, pore-forming protein that executes pyroptosis, has been considered to closely relate with functions of inflammatory cells [28]. We previously revealed that GSDMD-mediated pyroptosis and RIPK3-mediated necroptosis in both myeloid and nonmyeloid cells critically contributed to the progression of sepsis [29]. Herein, we show that bone marrow transplantation from *Gsdmd*^*-/-*^ mice ameliorated renal fibrosis in *Gsdmd*^*+/+*^ mice. However, *Gsdmd*^*+/+*^ to *Gsdmd*^*-/-*^ chimeric mice did not reveal a renoprotective phenotype. Therefore, we reveal the involvement of GSDMD-mediated cellular processes in bone marrow-derived cells, not in renal parenchymal cells, in ureteral obstruction-induced renal fibrosis.

The activation of inflammatory responses and recruitment of leucocytes to an injured kidney come after tubular injury that released chemotactic signals and endothelial injury that enabled the adhesion and transmigration of immune cells [30]. We showed infiltration of a large number of neutrophils and macrophages in the kidneys on day 5 and day 10 after UUO. Significant efforts have been made to explore the mechanism by which tubular injury provokes immune cell infiltration. Battistone et al. [31] identified a novel chemokine-produced axis between renal tubular cells and intercalated cells, in which uridine diphosphate–glucose, a danger-associated molecular pattern released from damaged tubular cells, could bind to P2Y14 receptors on intercalated cells, followed by chemokine release and proinflammatory immune cell recruitment. H. Maekawa et al. [32] showed that neutrophil infiltration after cisplatin-induced tubular injury was regulated by the mitochondrial damage-cGAS-STING axis. Several well-designed studies showed that CCR2 and CX3CR1 promote monocytes/macrophage infiltration in the kidneys after post-ischemic or post-obstructive injury [33, 34].

After migration, neutrophils, and macrophages induce inflammation-associated damage via different mechanisms. NETs have been one of the most widely studied pathways of neutrophil-induced injury, which has been observed in kidney injury induced by different stimuli [35]. There is growing interest in the synthesis and regulation of NETs. RIPK1-RIPK3-MLKL-dependent neutrophil necroptosis has previously been associated with NET formation followed by exposure to certain particles [36] or antineutrophil cytoplasmic antibody (ANCA) [37]. Recent studies proposed a breakthrough hypothesis about the significance of GSDMD in NETs release. Kordes et al. [17] demonstrated that NETs formation was dependent on GSDMD, during which GSDMD could be cleavage by neutrophil elastase (NE) and translocated to the plasma membrane to promote NETs release. In addition, GSDMD was shown to play a role in upstream NE mobilization from granules—an essential process for NETs formation, suggesting a feed-forward loop between GSDMD and NE. Condon et al. [18] revealed caspase-11/GSDMD-dependent mechanism of NETs activation and concomitant cell death (NETosis) as a defensive response against cytosolic bacteria. Caspase-11 and GSDMD were shown to be required for neutrophil plasma membrane rupture during the final stage of NETs extrusion as well as nuclear delobulation and DNA expansion during the early phase. Our study consistently suggested that Casp11/GSDMD were required for NETs formation in the kidneys after ureteral obstruction. More recent findings from Goncalves et al. [19] showed that GSDMD inhibition prevents multiple organ dysfunction during sepsis by blocking NETs formation. In our study, we determined the suppressive effect of *Gsdmd* deletion on NETs formation in the kidneys after UUO and provided supporting evidence for the vital role of GSDMD in NET formation. As the front-line immune cell at the site of injury, neutrophils may initiate NETs formation in the kidneys as early as 24 h after ischemic injury [38]. In the current study, we observed NETs formation in kidneys on day 7 after ureteral obstruction using Cit-H3 positive staining. This made it possible for neutrophils to take effect in the early injury phase as well as in the later phase oriented towards renal fibrosis.

Interestingly, we discovered that NETs formed by neutrophils imposed a stimulating effect on the TNF-α and TGF-β1 secretion from macrophages by triggering NF-κB p65 subunit translocated into the nucleus, and then promoted MMT through activation of TGF-β1/Smad pathway in macrophages. We identified that specific deletion of *Gsdmd* in neutrophils instead of macrophages prevented the progression of renal fibrosis after UUO, which provided stronger evidence that GSDMD-dependent NETs formation functioned as the upstream mechanism of the activity of macrophages. Previous studies have shown that neutrophils may horn in on macrophage activity by releasing NETs. During atherosclerosis, NETs primed macrophages for cytokine release [16]. NETs stimulated by free fatty acids may influence monocyte-derived macrophage infiltration and inflammation in the liver [39]. In the animal model of post-epidural fibrosis, NETs were found to increase the production of extracellular matrix components in macrophages [40]. In a systemic vasculitis known as deficiency of ADA2, NETs induced production of inflammatory cytokines from macrophages through NF-κB nuclear translocation in macrophages [41]. Macrophages produce large amounts of proinflammatory and profibrotic cytokines which can aggravate tubular damage contributing to renal fibrosis. We observed upregulated expression of cytokines including TNF-α, IL-1β, and TGF-β1 from macrophages in post-obstructive kidneys. These findings were consistent with previous studies from our group [7] and others [42, 43]. However, in our vitro study, TNF-α and TGF-β1 produced in macrophages could not be prevented by *Gsdmd* deletion. Further investigation is needed to explore subsequent mechanism of how neutrophil extracellular DNA or associated proteins activate TGF-β receptor as well as other inflammatory signals in macrophages. Notably, macrophages are multifunctional cells which exhibit a wide range of complex roles in both renal injury and repair [44]. Homeostatic injury and repair mechanisms in macrophages during kidney injury remain unclear despite considerable efforts.

The transition from macrophage to myofibroblast in the condition of UUO were shown in our study. However, myofibroblasts in kidney fibrosis could originate from different sources besides the MMT program. LeBleu et al. [45] revealed that about half of myofibroblasts emerged from local resident fibroblasts through proliferation and the rest are recruited through differentiation including MMT (35%), the endothelial-to-mesenchymal transition program (10%) and the epithelial-to-mesenchymal transition program. In the present study, we laid stress on MMT and its upstream regulatory mechanism based on our experimental findings and the effects of targeting diverse pathways to inhibit the accumulation of myofibroblasts after UUO needs to be addressed in further studies.

In conclusion, we found that UUO-induced Casp11/GSDMD-dependent NETs formation in neutrophils activated p65 translocation to the nucleus and then stimulated TNF-α and TGF-β1 production in macrophages, which promoted MMT contributing to renal fibrosis (Fig. 8H). Moreover, conditional deletion of *Gsdmd* in neutrophils effectively prevented renal fibrosis by blocking NETs formation in neutrophils and α-SMA production in macrophages. Therefore, targeting Casp11/GSDMD-dependent NETs in neutrophils could provide a potentially novel therapeutic strategy against progressive obstructive nephropathy.

## Materials and methods

### Murine models

All the experiments were conducted according to the Chinese Guidelines on the Care and Use of Laboratory Animals, with approval from Laboratory Animal Management and Ethics Committee of Fujian Medical University (FJMU IACUC 2021-0298).

*Gsdmd*^*−/−*^ and *Gsdmd*^*+/+*^ mice on a C57BL/6 background were provided by Prof. Jiahuai Han (State Key Laboratory of Cellular Stress Biology, School of Life Sciences, Xiamen University, China). *Gsdmd*^*fl/fl*^ and *Casp11*^*em1cyagen*^ on a C57BL/6 J background were obtained from Cyagen Biosciences. *Lyz2*^*tm1(cre)Ifo*^ and *MRP8-Cre-ires/GFP* mice on a C57BL/6 background were obtained from Jackson Lab. *Gsdmd*^*fl/fl*^ *Lyz*^*cre*^ were generated by intercrossing *Lyz-cre* with *Gsdmd*^fl/fl^ mice. *Gsdmd*^*fl/fl*^*Mrp8*^*cre*^ mice were generated by intercrossing *Mrp8-cre* with *Gsdmd*^fl/fl^. *Casp11*^*fl/f*^*Mrp8*^*cree*^ mice were generated by intercrossing *Mrp8-cre* with *Casp11*^*fl/fl*^. *Casp11*^-/-^ mice were obtained by intercrossing the *Casp11*^*fl/fl*^ mice with *EIIa*-*Cre* mice (Jackson Lab, 003724). All mice were housed in a specific pathogen-free facility with 12 h light/dark cycles. Genotypes were determined by tail-snip PCR amplification and the results were shown in Fig. S5. UUO surgery was performed as previously describe [8]. Briefly, male mice (8–10-weeks-old, 22–26 g body weight) were anesthetized and ureteral obstruction was performed by ligation of the left ureter with 4–0 silk sutures. Sham-operated mice underwent the same procedure without ligation. Kidneys were collected and analyzed at the indicated time points.

For bone marrow transplantation studies, recipient mice were irradiated by lethal X-ray irradiation (7.5 Gy). Subsequently, 2 × 10^6^ bone marrow cells isolated from donor mice were injected into recipients via the tail vein.

After handling the mice, the investigators were blinded when assessing the outcome (histology, ELISA, Single-cell sequencing and Western blot).

### Reagents and antibodies

Anti-α-SMA (A5228, Sigma-Aldrich), anti-collagen I (ab34710, Abcam), anti-GSDMD antibody (ab219800, Abcam), anti-pSmad3 antibody (ab52903), anti-Caspase11 (14340, Cell Signaling) and anti-GAPDH (3781, ProSci) antibodies were used for western blotting. Anti-MPO (ab208670, Abcam), Anti-Histone H3 (AF0863, Affinity Bioscience, China), Anti-Histone H3 (citrulline R2 + R8 + R17) antibody (ab5103, Abcam), anti-F4/80 [CI: A3-1] (ab6640, Abcam), anti-Lrp2/Megalin (ab184676, Abcam), as well as antibodies against α-SMA, collagen I, GSDMD (ab239377), and DAPI were used for immunofluorescence staining. Anti-F4/80 and anti-Ly6G [RB6-8C5] (ab25377, Abcam) antibodies were used for immunohistochemical staining. Mouse TNFα (MTA00B), IL-1β (MLB00C), and TGF-β1 (DB100C) ELISA Kits provided by R&D Systems and HMGB1 (ST51011) ELISA Kit provided by TECAN were used for detection of their secretion levels by enzyme linked immunosorbent assay (ELISA).

### Histologic analysis

Kidneys samples were fixed in 4% (v/v) normal formalin and embedded in paraffin optimal cutting temperature compound (OCT, 4538, Leica). Paraffin sections (4 μm) were stained with Masson Trichrome and with the immunohistochemical stain. Kidney cryosections (4 μm) were used for immunofluorescence staining. After fixation with ice-cold acetone for 15 min, sections were washed with phosphate buffered saline (PBS) and incubated with different primary antibodies: anti-α-SMA (1:200), anti-collagen I (1:100), anti-MPO (1:200), anti-Histone H3 (1:200, AF0863), anti-F4/80 (1:100), anti-Lrp2/Megalin (1:200), and anti-GSDMD (1:100) for 1–2 h, followed by staining with Alexa Fluor® 488 and Alexa Fluor® 594 labeled secondary antibodies (Abcam). DNA was labeled with DAPI (Invitrogen). Immunohistochemical staining was performed as previously described [3]. The numbers of F4/80^+^, Ly6G^+^, NETs^+^, F4/80^+^α-SMA^+^ and GSDMD^+^ cells were accessed with Image J software. The evaluation and scoring of renal fibrosis based on Masson Trichrome staining were performed with published methods [46]. Briefly, after blinded capture of micrographs, each image was evaluated by a technician in a manner blinded to experimental conditions. The collagen deposition in the interstitial area (green) and renal tubules and glomeruli (red) were defined for their intensity values and the total “green” and “red” areas were then determined using Image J software.

### Western blot analysis

For kidney tissues, approximately 50 mg were placed in 400–500 μL radioimmunoprecipitation assay (RIPA) lysis buffer containing a cocktail of protease inhibitors before homogenization. The Bradford protein assay was used to determine protein concentrations and then sodium dodecyl sulphate (SDS) was added. For cultured cells in vitro, cells were harvested and immediately lysed with 1.2 × SDS sample buffer. Lysates were then subjected to electrophoresis and separated by SDS polyacrylamide gel electrophoresis (SDS-PAGE), then transfer to polyvinylidene fluoride membranes (EMD Millipore). Membranes were blocked for 1 h in 5% BSA and incubated overnight at 4 °C with the primary antibodies. After TBST washing, membranes were incubated with horseradish peroxidase-labeled secondary antibodies for 1 h. The enhanced chemiluminescence (ECL) method was used to visualize the blots.

### Flow cytometry analysis

Flow cytometry was used to quantify the immune cell subtypes in the injured kidney after UUO. In brief, kidneys were harvested, minced, and incubated with 1 mg/ml type IV collagenase (sigma, 11088858001) and DnaseI (90083, ThermoFisher Scientific,) in DMEM (11965092, Gibco™) for 30 minutes at 37 °Cin a shaker. The RPMI (31800-089, Gibco™) was added with FBS (085-150, WISENT) to terminate the digestion. The digested kidney tissue suspensions were passed through a mesh with 40μm pore size to remove the undigested tissues and then washed in PBS. 40% and 70% percoll (17-0891-02, GE Healthcare, Sweden) were used for the gradient centrifugation. The final pellets were resuspended in PBS and then loaded to the flow cytometry for analysis.

After blocking nonspecific Fc binding with anti-mouse CD16/32 (14-0161-85, eBioscience™), fresh renal immune cell suspensions were incubated with anti-mouse CD45 antibody (30-F11, 47-0451-82, APC-eFluor™ 780, eBioscience™) to determine total immune cell numbers. Anti-CD45 antibody-labeled samples were labeled with the other following antibodies, anti-mouse F4/80-PE (BM8, 48-4801-82, eBioscience™), and Ly6G/Ly6C (RB6-8C5, 11-5931-82, eBioscience™) antibody to identify macrophages (CD45^+^F4/80^+^) and neutrophils (CD45^+^Ly6G^+^) respectively. Using F4/80-PE (BM8, 48-4801-82, eBioscience™) and α-SMA antibody (53-9760-80, Invitrogen) we identified the expression of F4/80 and α-SMA in macrophages. Subsequent data acquisition was performed by flow cytometer (CytoFLEXB53015, Beckman).

### Single-cell transcriptome sequencing

Mouse kidney tissues were transferred, minced, and washed according to standard procedure. Tissues were dissociated into single cells using Multi Tissue Dissociation Kit (MACS 130-110-201). Single-cell suspensions were loaded to 10× Chromium for to single cell capture using the 10× Genomics Chromium Single-Cell 3’kit (V3) according to the manufacturer’s instructions. Following cDNA amplification, library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run, 150 bp) by LC-Bio Technology Co. Ltd. (Hangzhou, China).

A total of 8481 cells were isolated and sequenced from control samples, with a mean of 40059 reads and a median of 768 genes detected per cell. 

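The table of the UUO-10d kidneys held 14559 cells, 6509 of mouse 1 and 8050 of mouse 2. Genes detected per cell had a median of 1258 over all cells, 1220 in mouse 1 and 1293 in mouse 2, with a range of 499 to 4793. UMIs per cell ranged from 649 to 24916, with a median of 3183.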

In the UUO-d10 sample, we isolated a total of 15235 cells with a mean of 45332 reads and a median of 1261 genes detected per cell. In the UUO-d2 sample, we isolated a total of 20917 cells with a mean of 30222 reads and a median of 1602 genes detected per cell. Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. Sample demultiplexing, barcode processing and single-cell 3′ gene counting were performed using the Cell Ranger pipeline (http://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome, version 4.0.0). Next, we adapted a workflow that makes of R package Seurat (version 3.1.1). 

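Of the deposited UUO-10d cells, 0 had 500 UMIs or fewer, 0 had a complexity of 0.8 or less, and 0 had a mitochondrial share over 30%, with a highest share of 29.9%. A single cell, of mouse 1, had 500 genes or fewer. At the upper end, 49 cells had 4000 genes or more and 221 had 15000 UMIs or more. Leaving out all of these removed 222 cells, 57 of mouse 1 and 165 of mouse 2, and kept 6452 and 7885 cells, at a median of 1243 genes per cell over both mice. A stricter limit of 10% on the mitochondrial share would leave out 1004 deposited cells, 478 of mouse 1 and 526 of mouse 2.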

The following parameters were used to filter good quality cells: the total number of expressed genes/cell was >500 and <4000 nGenes; the total number of unique molecular identifier/cell was >500 and <15000 nUMI; exclude cells with high cell complexity (log10GenesPerUMI) ≤0.8; exclude cells with >30% mitochondrial ratio.

All sequences generated in this study have been deposited in the National Center for Biotechnology Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE197266.

### Cell culture

Neutrophils were isolated from bone marrow according to previously published protocols [47]. Briefly, the mice were euthanized using cervical dislocation and doused with 70% ethanol. The bone marrow from the femur and tibia was flushed using a sterile syringe filled with 1× HBSS 0.38% sodium citrate buffer and then collected into a clean 50 mL conical tube. The bone marrow cells were collected by centrifugation at 230 × *g* for 6 min, then resuspended in 1× HBSS 0.38% sodium citrate buffer. The cell suspension was centrifuged by Percoll gradients. The third (neutrophil) layer was transferred to a clean 15 mL conical tube after the first and second cell layers being removed. The collected neutrophils were added with 1× HBSS 0.38% sodium citrate buffer and resuspended. The purity of the cell population was determined by cytospin staining and cell viability was assessed by dye exclusion.

To stimulate neutrophil to form NETs in vitro, neutrophils were treated with very low dose of PMA (20 nM) for 3 h and then treated with hydrops extracted from the obstructed kidney or urine of healthy mice for 8 h. NETs were identified by the positive staining of anti-Cit-H3 antibody (1:200, abcam5103) and anti-MPO antibody (1:200) as previously described [18]. Briefly, the percentage of neutrophils with positive Cit-H3 was quantified via image analysis of eight to ten nonoverlapping fields of view and deconvolved images were subjected to quantitative analysis with Image J. Total cell number in each field of view was determined by counting DAPI (nuclear). For NETs purification, the culture medium was discarded and neutrophils on the bottom of the culture plate were gently washed with cold PBS. After repeated three times washing, cells undergoing NETs were detached from culture plate and collected in 700 µl of FCS-free medium. Cell debris and NETs fragments were separated by centrifugation at 300 × g 10 min at 4 °C. The NETs-containing supernatant was transferred to a fresh tube without disrupting the pellet. The concentration were determined by Quant-iT PicoGreen dsDNA Assay Kit (Thermo Fisher, P7589).

Bone marrow derived macrophages (BMDMs) were isolated from the bone marrow of *Gsdmd*^*+/+*^ and *Gsdmd*^*−/−*^ mice. BMDMs were obtained as described [7]. Differentiated macrophages were seeded in 12-well tissue plate for 24 h and then treated as indicated.

### Statistical analysis

We performed two replicates for each model in Single-cell transcriptome sequencing. Other results were represent at least three independently performed experiments. Statistical analysis was performed with Prism software (GraphPad Software, Inc.). Unpaired Student’s t tests or two-way analysis of variance test with Bonferroni post-test was used to compare the means of two groups. Bars represent means ± SD. *P* < 0.05 was considered to indicate statistical significance.

## Supplementary information

Original Data File

Supplemental material

checklist

manuscript

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper. Additional data related to this paper may be requested from the corresponding author.

# Supplementary material for: GSDMD-dependent neutrophil extracellular traps promote macrophage-to-myofibroblast transition and renal fibrosis in obstructive nephropathy
**Source:** Cell Death Dis. 2022 Aug 8;13(8):693. doi: 10.1038/s41419-022-05138-4
**Supplement:** Supplementary file 1 — Original Data File

## Slide 1
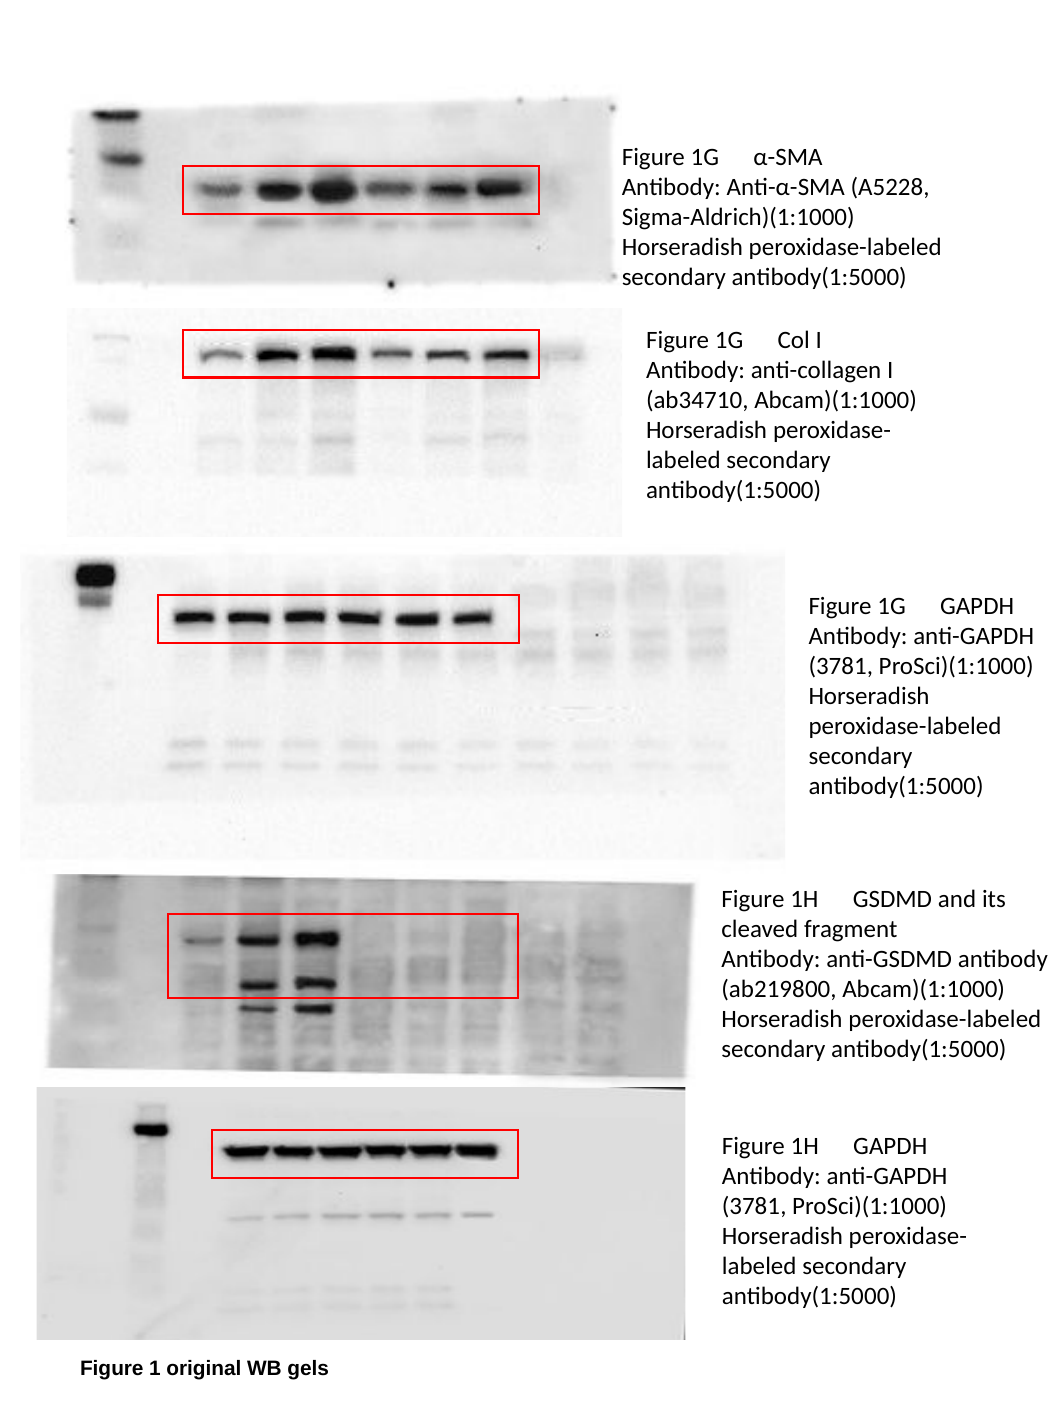

Figure 1G α-SMA
Antibody: Anti-α-SMA (A5228, Sigma-Aldrich)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 1G Col I
Antibody: anti-collagen I (ab34710, Abcam)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 1G GAPDH
Antibody: anti-GAPDH (3781, ProSci)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 1H GSDMD and its cleaved fragment
Antibody: anti-GSDMD antibody (ab219800, Abcam)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 1H GAPDH
Antibody: anti-GAPDH (3781, ProSci)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 1 original WB gels

## Slide 2
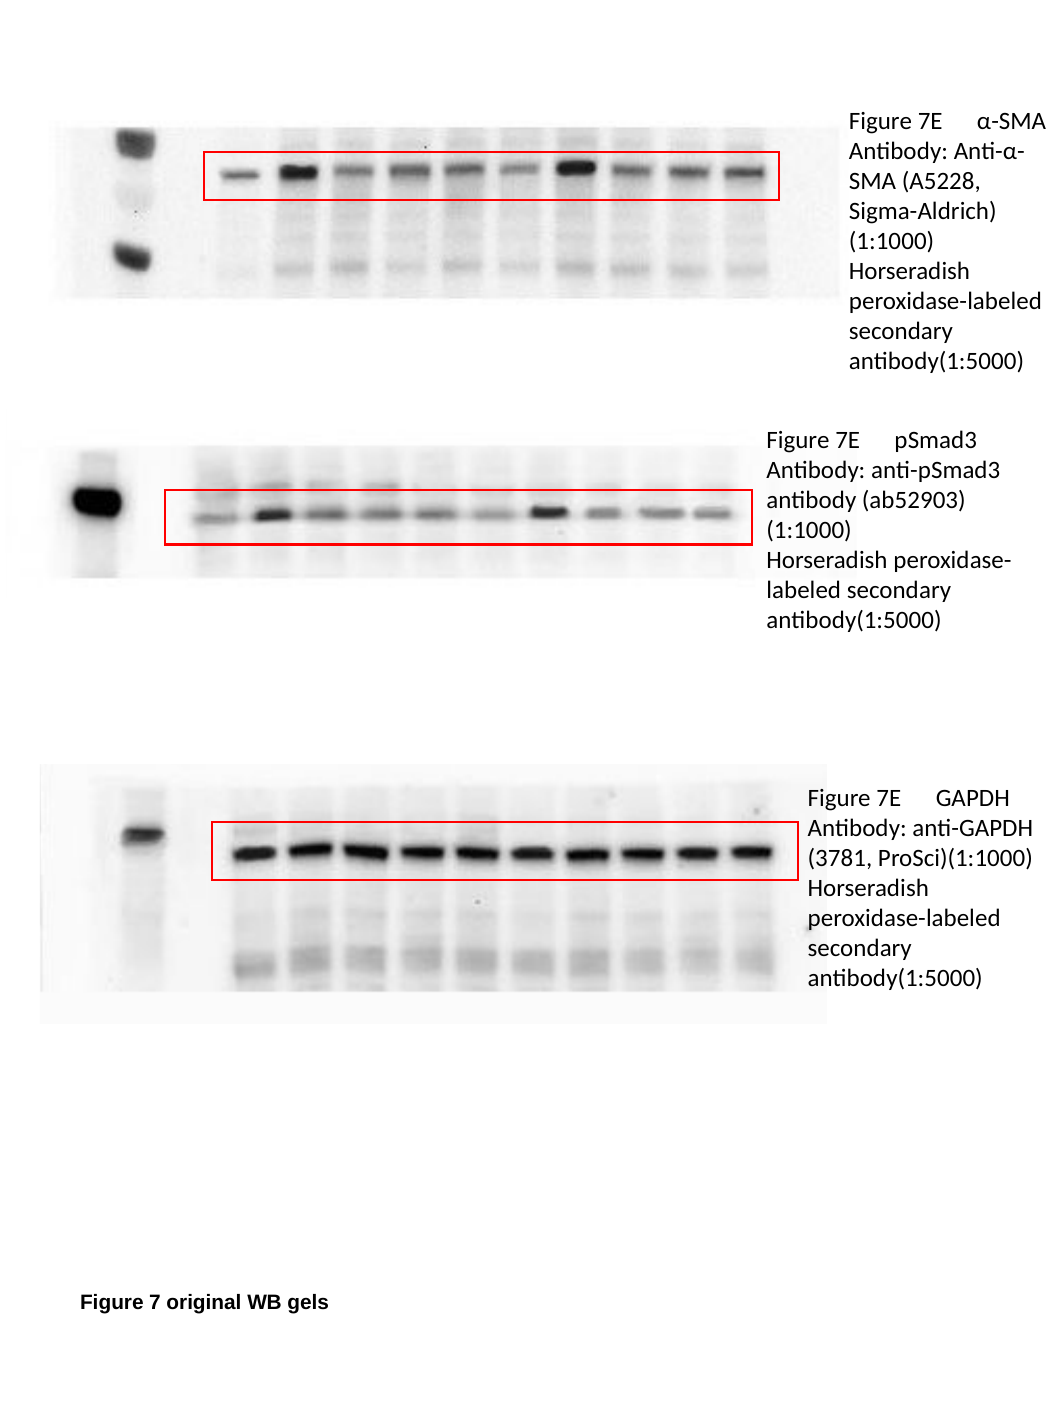

Figure 7E α-SMA
Antibody: Anti-α-SMA (A5228, Sigma-Aldrich)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 7E pSmad3
Antibody: anti-pSmad3 antibody (ab52903)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 7E GAPDH
Antibody: anti-GAPDH (3781, ProSci)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 7 original WB gels

## Slide 3
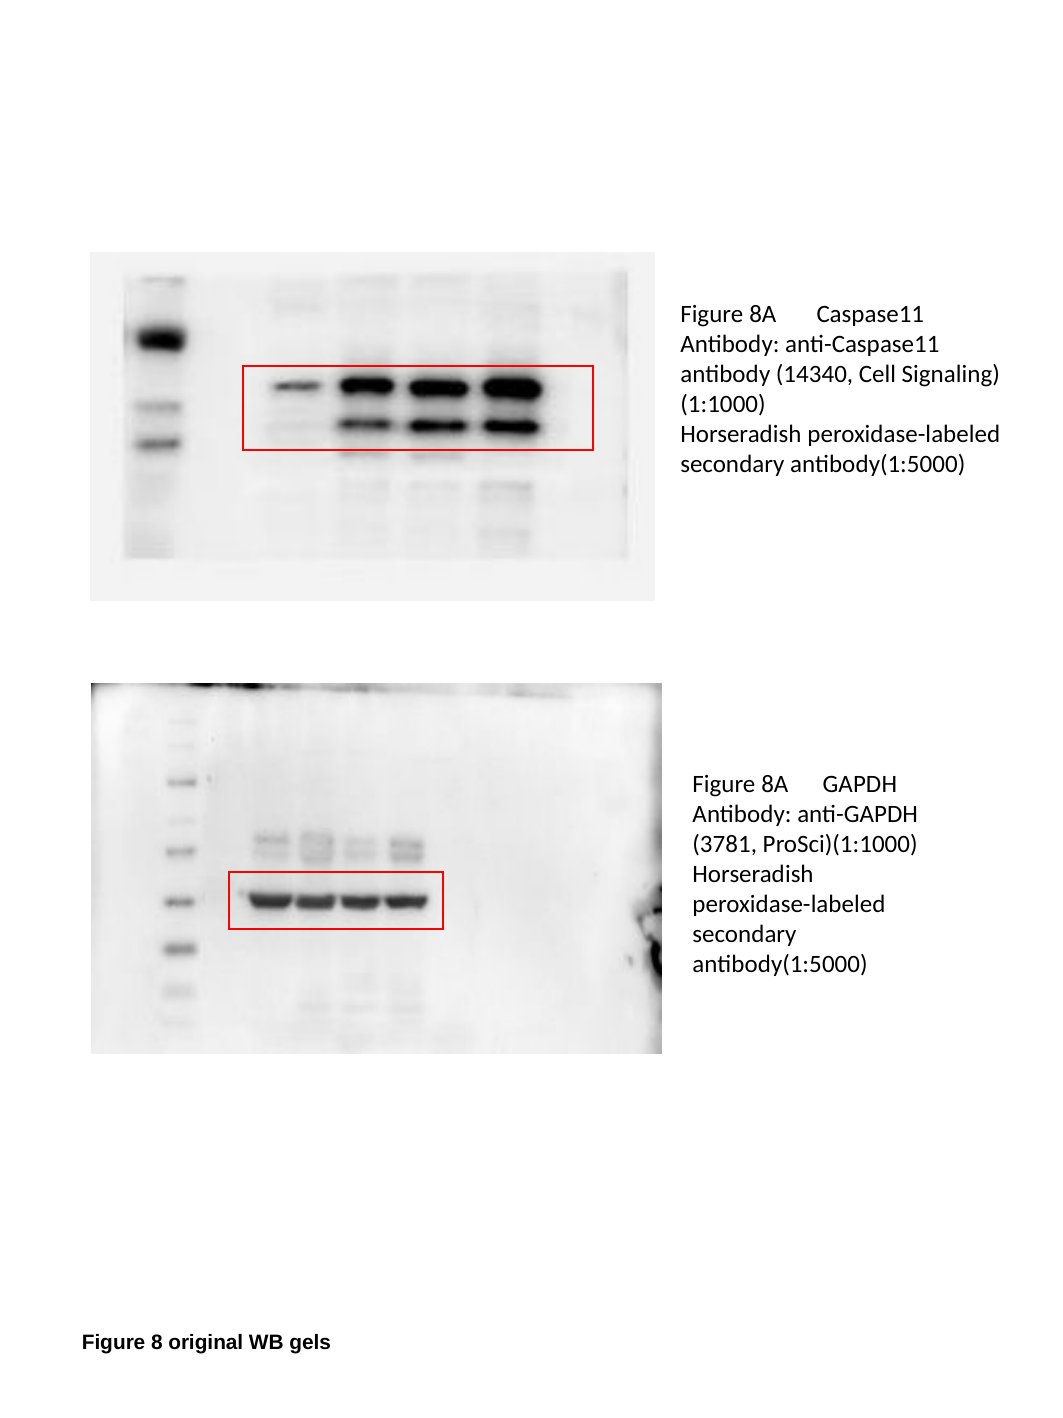

Figure 8A Caspase11
Antibody: anti-Caspase11 antibody (14340, Cell Signaling)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 8A GAPDH
Antibody: anti-GAPDH (3781, ProSci)(1:1000)
Horseradish peroxidase-labeled secondary antibody(1:5000)
Figure 8 original WB gels

# Supplementary material for: GSDMD-dependent neutrophil extracellular traps promote macrophage-to-myofibroblast transition and renal fibrosis in obstructive nephropathy
**Source:** Cell Death Dis. 2022 Aug 8;13(8):693. doi: 10.1038/s41419-022-05138-4
**Supplement:** Supplementary file 2 — Supplemental material

## Supplementary materials

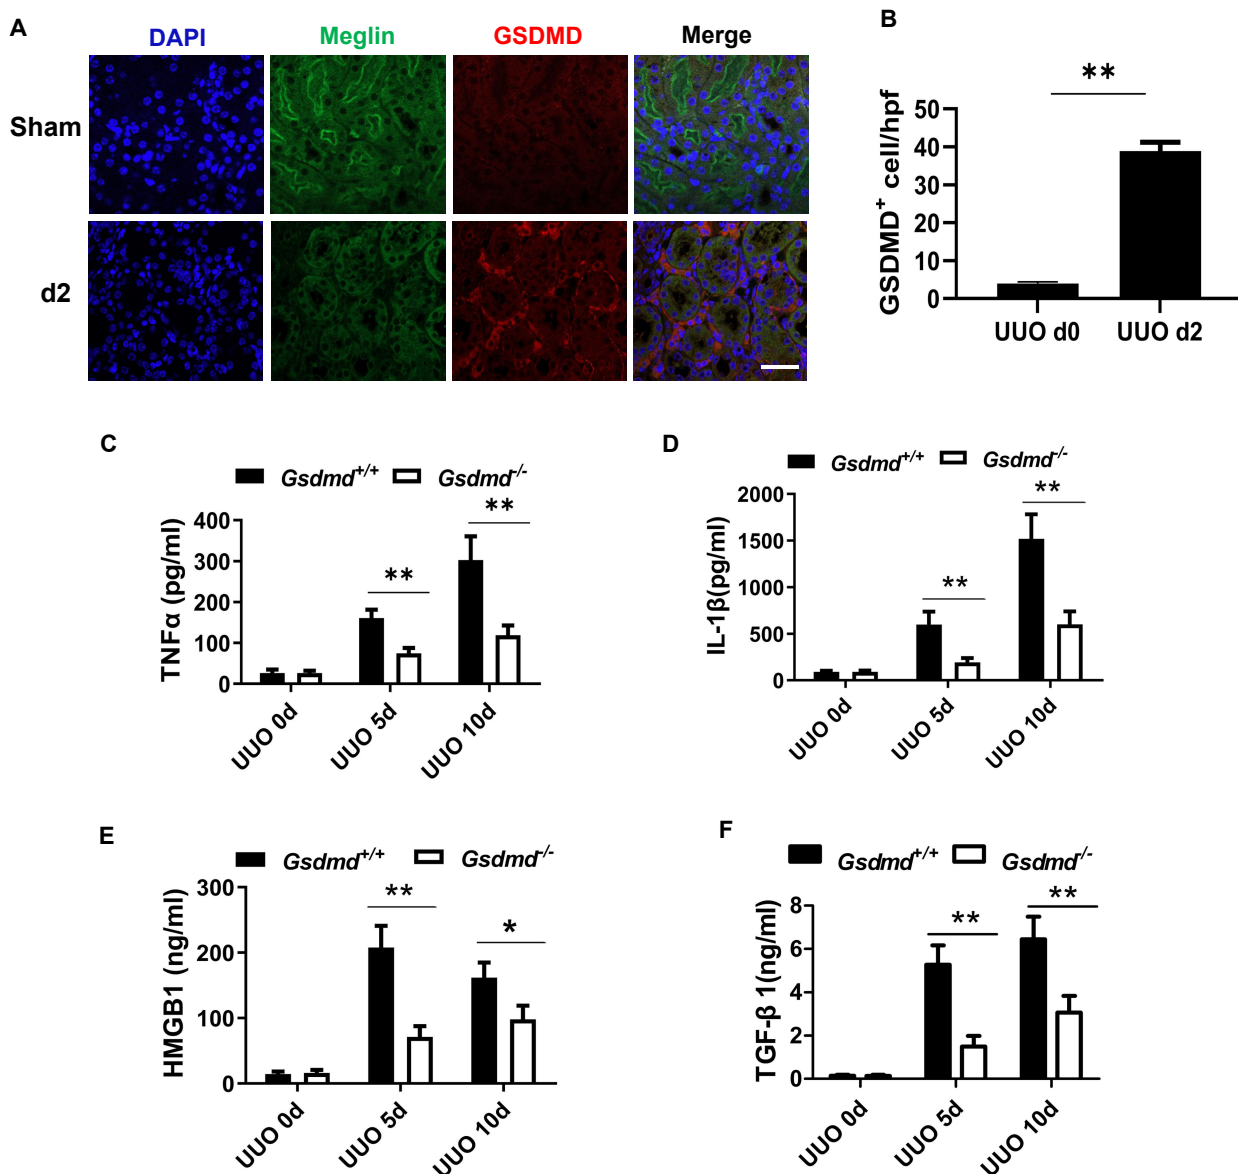

**Figure S1.** UUO induced GSDMD activation in the kidney and *Gsdmd* deletion inhibited inflammatory cytokines production after UUO. (A) Representative images of immunofluorescence staining of kidney sections from wild-type mice on day 0 and day 2 after UUO, showing the expression of megalin (green) and GSDMD (red). DAPI (blue) was used for nuclear staining. (B) Quantification of GSDMD-expressed cells by immunofluorescence. n=6. (C-F) TNF-α, IL-1β, HMGB1 and TGF-β production in kidney on day 0, 5 and 10 after UUO were detected by ELISA. n=5. \**P* < 0.05; \*\**P* < 0.01.

# Supplementary materials

A

Ctrl

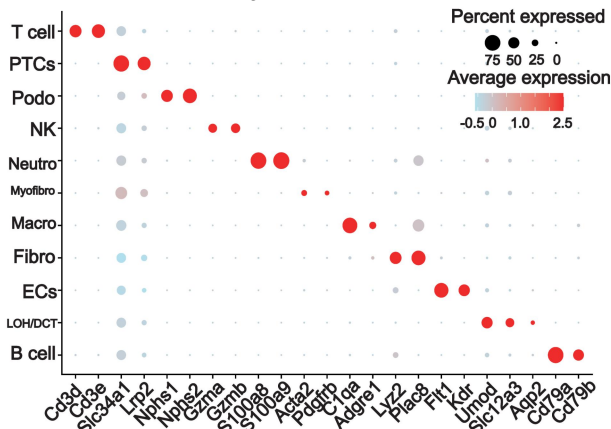

B

UUO 2d & 10d

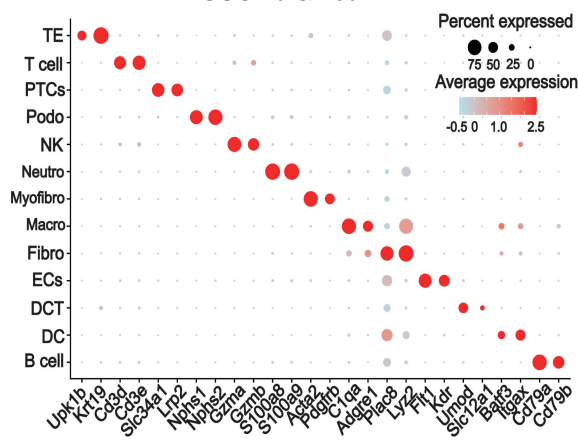

C

TNF $\alpha$  (Ctrl)

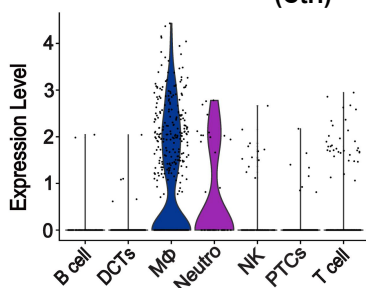

D

TNF $\alpha$

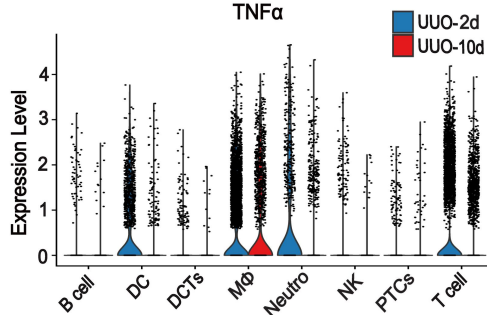

E

IL1 $\beta$  (Ctrl)

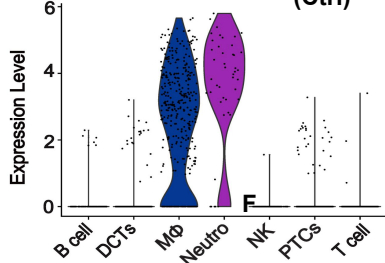

F

IL1 $\beta$

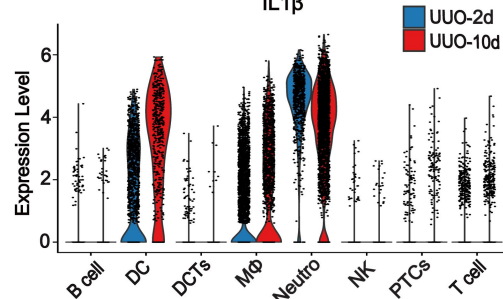

G

Mφ-TNF $\alpha$

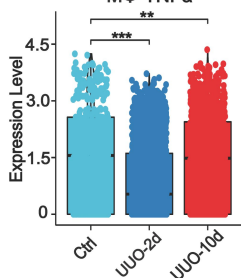

H

Mφ-IL1 $\beta$

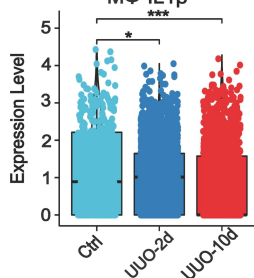

I

Neutro-TNF $\alpha$

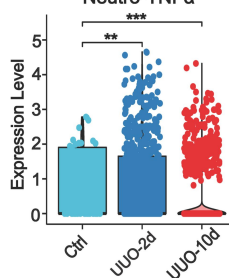

J

Neutro-IL1 $\beta$

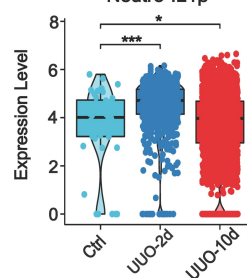

**Figure S2. Single-cell sequencing showed the elevated gene expression of TNF- $\alpha$  and IL-1 $\beta$  in macrophages and neutrophils. (A, B) Dot plot of cluster-enriched gene expressions. Cell clusters of control kidney (left) and kidneys undergoing UUO (right) were identified by kidney cell-specific marker expression. (C-F) Violin plots of log-transformed gene expression of TNF- $\alpha$  and IL-1 $\beta$  in each cell population (B cell, dendritic cell, distal tubular cell, macrophage, neutrophil, natural killer cell, proximal tubular cell and T cell) of control kidney and kidneys undergoing UUO. (G-J) Comparison of gene expression of TNF- $\alpha$  and IL-1 $\beta$  in macrophages and neutrophils in the kidneys on day 2 and 10 after UUO. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .**

Supplementary materials

A

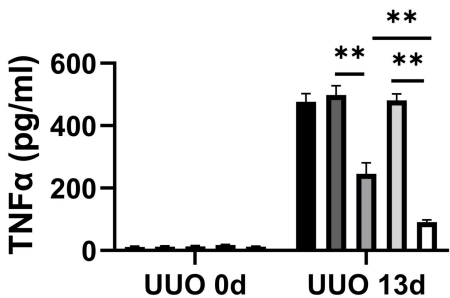

B

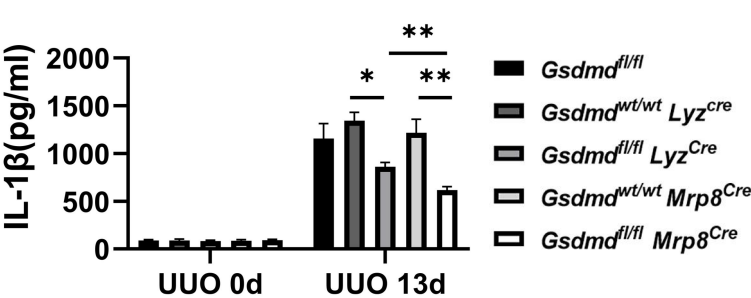

Figure S3. Specific deletion of *Gsdmd* in neutrophils inhibited TNF- $\alpha$  and IL-1 $\beta$  production in kidney after UUO. (A, B) TNF- $\alpha$  and IL-1 $\beta$  production in kidney on day 13 after UUO were detected by ELISA. n=5. \* $P < 0.05$ ; \*\* $P < 0.01$ .

## Supplementary materials

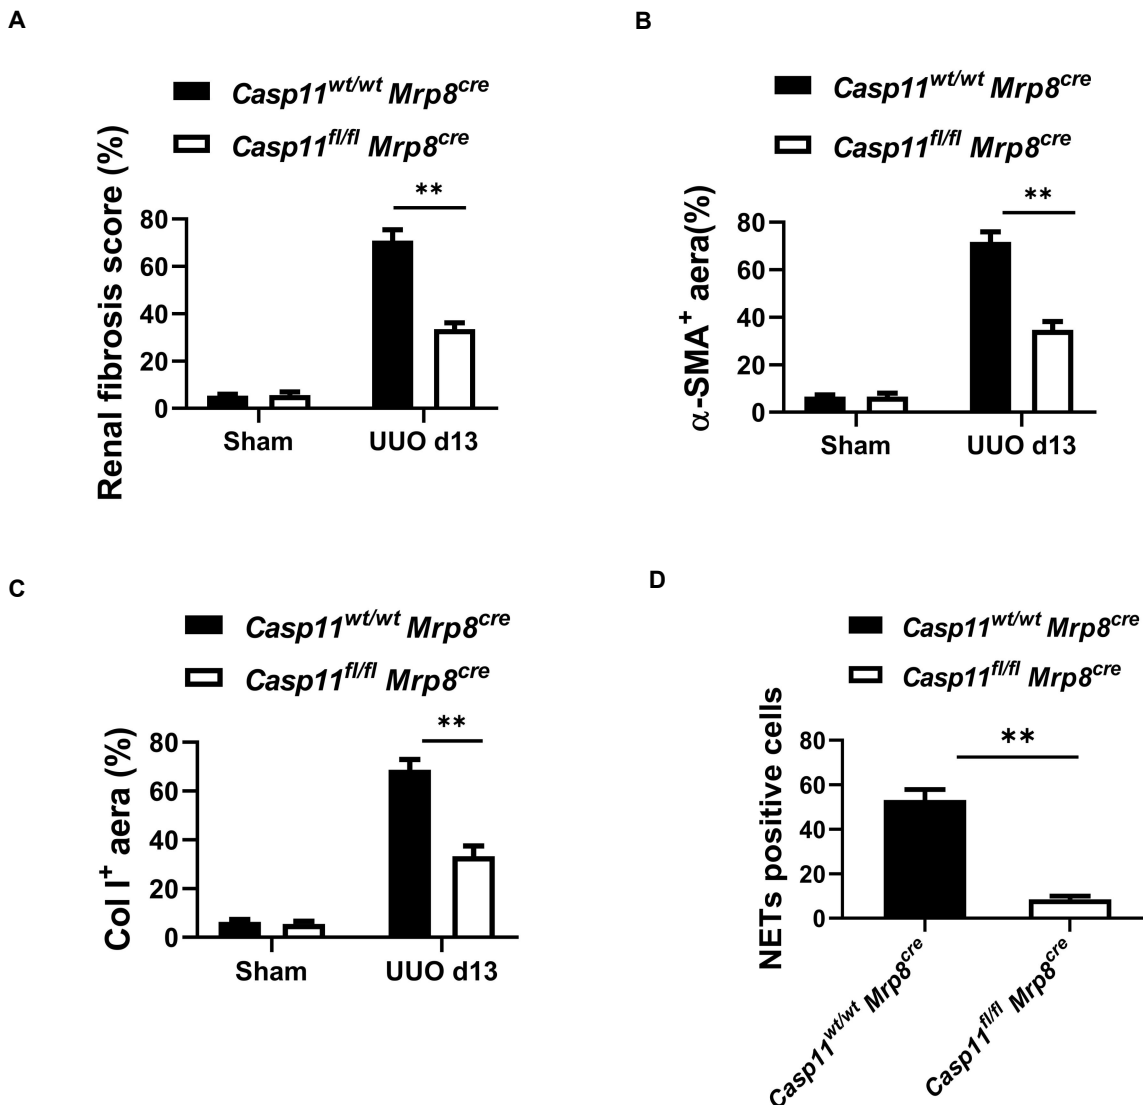

Figure S4. Quantification of renal fibrosis scores, α-SMA and Col I expression and NETs formation after UUO in the kidney of wildtype versus *Casp11<sup>fl/fl</sup> Mrp8<sup>cre</sup>* mice. (A) Quantification of renal fibrosis scores evaluated by Masson trichrome staining. Kidneys were isolated from *Casp11<sup>wt/wt</sup> Mrp8<sup>cre</sup>* mice and *Casp11<sup>fl/fl</sup> Mrp8<sup>cre</sup>* mice on day 13 after UUO. (B, C) Quantification of α-SMA (B) and Col I (C) expression by immunofluorescence. (D) Quantification of cells undergoing NETs. n=6. \*\**P* < 0.01.

## Supplementary materials

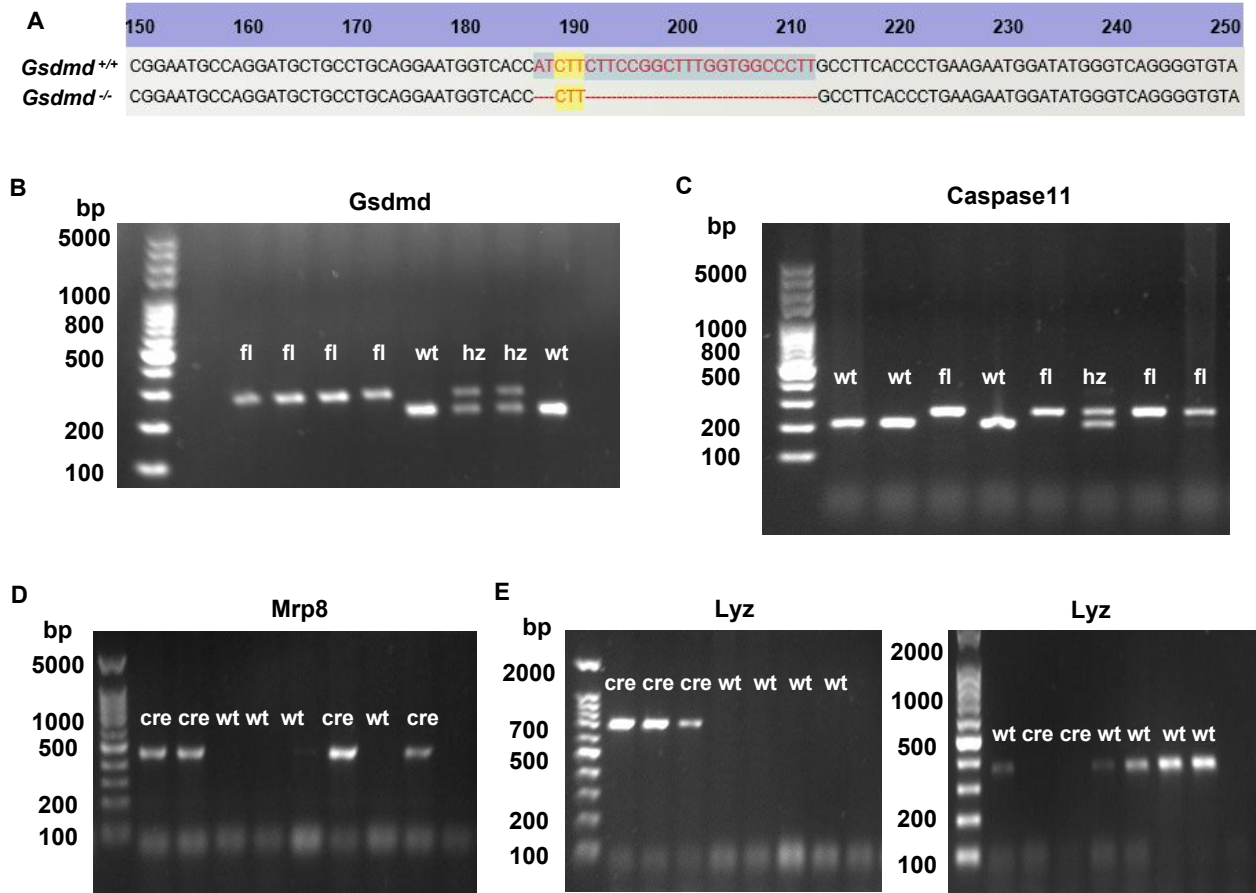

**Figure S5. Identification of gene-editing mice. (A) Gene sequences of the targeted region of *Gsdmd*<sup>-/-</sup> mice. (B) Representative DNA gel of *Gsdmd*<sup>fl/fl</sup>, *Gsdmd*<sup>wt/wt</sup> mice and heterozygotes. One DNA band is observed for *Gsdmd*<sup>fl/fl</sup> or *Gsdmd*<sup>wt/wt</sup> mice, the higher one for *Gsdmd*<sup>fl/fl</sup> mice and the lower one for *Gsdmd*<sup>wt/wt</sup> mice. Two DNA bands are observed for heterozygotes (HZ). (C) Representative DNA gel of *Casp11*<sup>fl/fl</sup>, *Casp11*<sup>wt/wt</sup> mice and heterozygotes. The higher band indicated for *Casp11*<sup>fl/fl</sup> mice and the lower one indicated for *Casp11*<sup>wt/wt</sup> mice. Two DNA bands are observed for heterozygotes. (D) Representative DNA gel of *Mrp8*-cre mice. (E) Representative DNA gel of *Lyz*-cre mice and wildtype pups. One DNA band at about 700 bp is observed for *Lyz*-cre mice, while the one at about 350 bp is observed for wildtype pups. If both bands are shown, indicating for heterozygotes.**

# Supplementary material for: GSDMD-dependent neutrophil extracellular traps promote macrophage-to-myofibroblast transition and renal fibrosis in obstructive nephropathy
**Source:** Cell Death Dis. 2022 Aug 8;13(8):693. doi: 10.1038/s41419-022-05138-4
**Supplement:** Supplementary file 4 — manuscript

**GSDMD-dependent** **neutrophil extracellular traps promote macrophage-to-myofibroblast transition and renal fibrosis in** **obstructive nephropathy**

**Yujia Wang^1,2*^, Yinshuang Li^1,2*^, Zhimin Chen^1,2*^, Ying Yuan^1,2^, Qinglin Su^1,2^, Keng Ye^1,2^, Caiming Chen^1,2^, Guoping Li^3^, Yankun Song^3^, Hong Chen^3🖂^, Yanfang Xu^1,2🖂^**

*****Yujia Wang, Yinshuang Li and Zhimin Chen contributed equally to this work.

**Competing Interests statement**

The authors have declared that no conflict of interest exists.

**Abstract**

Renal fibrosis is a common consequence of various progressive nephropathies, including obstructive nephropathy, and ultimately leads to kidney failure. Infiltration of inflammatory cells is a prominent feature of renal injury after draining blockages from the kidney, and correlates closely with the development of renal fibrosis. However, the underlying molecular mechanism behind the promotion of renal fibrosis by inflammatory cells remains unclear. Herein, we showed that unilateral ureteral obstruction (UUO) induced Gasdermin D (GSDMD) activation in neutrophils, abundant neutrophil extracellular traps (NETs) formation and macrophage-to-myofibroblast transition (MMT) characterized by α-smooth muscle actin (α-SMA) expression in macrophages. *Gsdmd* deletion significantly reduced infiltration of inflammatory cells in the kidneys and inhibited NETs formation, MMT and thereby renal fibrosis. Chimera studies confirmed that *Gsdmd* deletion in bone marrow-derived cells, instead of renal parenchymal cells, provided protection against renal fibrosis. Further, specific deletion of *Gsdmd* in neutrophils instead of macrophages protected the kidney from undergoing fibrosis after UUO. Single-cell RNA sequencing identified robust crosstalk between neutrophils and macrophages. In *vitro*, GSDMD-dependent NETs triggered p65 translocation to the nucleus, which boosted the production of inflammatory cytokines and α-SMA expression in macrophages by activating TGF-β1/Smad pathway. In addition, we demonstrated that caspase-11, that could cleave GSDMD, was required for NETs formation and renal fibrosis after UUO. Collectively, our findings demonstrate that caspase-11/GSDMD-dependent NETs promote renal fibrosis by facilitating inflammation and MMT, therefore highlighting the role and mechanisms of NETs in renal fibrosis.

**Introduction**

Renal fibrosis is the most common outcome of chronic kidney disease (CKD), which is characterized by progressive deposition of the extracellular matrix in renal tissue^1^. Obstructive nephropathy, resulting from ureteral obstruction and eventually leading to renal fibrosis, is a major cause of CKD especially in children^2^. Strategies for protecting kidneys from obstructive injury and preventing the progression of renal insufficiency are lacking. In recent years, executors of different cell death pathways have been confirmed to play a significant part in renal fibrosis^3, 4, 5, 6^. We previously reported that Gasdermin E (GSDME)-mediated pyroptosis in renal parenchymal cells contributes to obstructive nephropathy, while deletion of GSDME in renal tubular cells fails to completely inhibit the development of renal fibrosis^7^. These data present an opportunity to explore the role of other cell types in the pathogenesis of renal fibrosis.

Abundant inflammatory cells are mobilized to infiltrate into the site of kidney injury, followed by an uncontrolled inflammatory response and unchecked production of extracellular matrix (ECM) which ultimately disrupts the architecture of the kidneys^8, 9^. However, the cellular and molecular mechanisms behind the inflammatory responses involved in renal fibrosis after ureteral obstruction are not fully understood. This lack of mechanistic understanding hinders the development of precise clinical measures against renal fibrosis.

Neutrophils serve as front-line cells that mediate inflammatory responses during tissue injury. Moreover, infiltration of neutrophils has been confirmed in kidney injury induced by different means, including ureteral obstruction^7, 10, 11^. Neutrophil extracellular traps (NETs) are extracellular, web-like structures composed of decondensed DNA, histones and neutrophil granule proteins after certain stimuli imposing on neutrophil, through which neutrophil causes tissue damage and interacts with other cells^12^. NETs can play a detrimental role in tissue damage through several mechanisms, including the promotion of vascular occlusion, sterile inflammation, and immune balance disruption^13^. NETs also provide pathways for neutrophils to interact with other immune cells, such as macrophages^14, 15, 16^. The regulation of NETs has been an area of interest in neutrophil biology. Several ground-breaking studies have recently revealed the role of Gasdermin D (GSDMD), an executor of pyroptosis in macrophages and NETs in neutrophils ^17, 18, 19^.

The role of NETs in obstruction-induced renal fibrosis and potential regulatory mechanisms remain unclear. The unilateral ureteral obstruction (UUO) is a widely used model for acute kidney injury and progressive renal fibrosis associated with obstructive nephropathy^20^. In the present study, we found that *Gsdmd* deletion significantly reduced infiltration of inflammatory cells, NETs formation, macrophage-to-myofibroblast transition (MMT) and renal fibrosis. Chimera studies between *Gsdmd^-/-^* and *Gsdmd^+/+^* mice identified that GSDMD from bone marrow-derived cells instead of renal parenchymal cells was involved in renal fibrosis. Interestingly, specific deletion of *Gsdmd* in neutrophils rather than macrophages provided renoprotection for mice after UUO, indicating the key role of GSDMD activation in neutrophils in the process. Single-cell RNA sequencing revealed active crosstalk between neutrophils and macrophages. Studies in *vitro* further determined the promotive effects that NETs imposed on MMT. Furthermore, caspase-11 (Casp11) was revealed to play an important role in NETs formation after UUO. Therefore, our findings show that Casp11/GSDMD-dependent NETs promote inflammation and MMT leading to renal fibrosis in obstructive nephropathy.

**Results**

***Gsdmd* deletion ameliorated renal fibrosis following UUO**

To understand whether *Gsdmd* deficiency affects UUO-induced renal fibrosis, we compared the extent of fibrosis of *Gsdmd^-/-^* and *Gsdmd^+/+^* mice following UUO surgery. Masson Trichrome staining showed obvious collagen deposition in the tubulointerstitial area in *Gsdmd^+/+^* mice on day 13 post-UUO, compared to mice subjected to sham surgery (Fig. 1A-B). Fibrotic markers, including α-smooth muscle actin(α-SMA) and collagen I (Col I), were also upregulated in the kidneys of *Gsdmd^+/+^* mice after UUO (Fig. 1C-G). Overall fibrosis quantified by Masson Trichrome staining and the expression of α-SMA and Col I in kidney were significantly reduced by *Gsdmd* deletion. We also observed UUO-induced activation of kidney GSDMD on day 7 and day 13, as evidenced by the presence of its cleaved form. The knockout efficiency of *Gsdmd* was also confirmed (Fig. 1H). These data suggest that GSDMD contributes to ureteral obstruction-induced renal fibrosis progression.

***Gsdmd* deletion inhibited inflammatory cell infiltration into kidney after UUO**

Inflammation, characterized by monocytes/macrophages and neutrophils infiltration, is concomitant with tubular injury and universally suspected as a culprit in the development of renal fibrosis. We used F4/80 and Ly6G as markers for monocytes/macrophages and neutrophils, respectively. Flow cytometry analyses were performed to compare the percentage of neutrophils and macrophages infiltrating into kidney on day 0, day 2, day 5 and day 10 after UUO between *Gsdmd^-/-^* and *Gsdmd^+/+^* mice. As shown in Fig. 2A-D, *Gsdmd* depletion inhibited neutrophils and macrophages infiltration in the kidney on day 5 and 10 after UUO. The inflammatory cell recruitment emerged in a time-dependent manner after UUO and in the early phase only a small number of inflammatory cells infiltrated in the kidney, which might explain that the effect of *Gsdmd* deletion was not obvious on day 2. The expression of GSDMD was up-regulated following UUO and GSDMD was detected in the interstitial area but not in proximal tubular cells (Fig S1. A-B), indicating the expression of GSDMD in inflammatory cells rather than tubular cells played the predominant role in the development of obstructive nephropathy. Meanwhile, renal expression of proinflammatory and profibrogenic cytokines, including TNF-α, IL-1β, HMGB1 and TGF-β1 remained robust after UUO in *Gsdmd^+/+^* mice. These factors were downregulated in *Gsdmd* null mice (Fig S1.C-F). Immunohistochemistry analyses also confirmed that the number of F4/80^+^ cells and Ly6G^+^ cells increased on day 10 after UUO in the kidneys of *Gsdmd^+/+^* mice, but significantly reduced in *Gsdmd^-/-^* mice (Fig. 2E-H).

**Single-cell sequencing revealed macrophage-to-myofibroblast transition, GSDMD upregulation, NETs activation in neutrophils, and active crosstalk between neutrophils and macrophages**

To investigate the cellular function of neutrophils and macrophages during the process of renal fibrosis, we examined the single-cell transcriptomes of kidneys from mice undergoing UUO after 2 days (2d) and 10 days (10d), as well as control kidneys. Unsupervised clustering analysis identified 11 and 13 distinct cell clusters, respectively (Fig. 3A-C). Cell clusters of control kidney and kidneys undergoing UUO were identified by kidney cell-specific marker expression (Fig S2. A-B). All 11 cell types in UUO-2d were shared with UUO-10d while dendritic and transitional cells were the only two observed unique cell types in UUO-10d. This was consistent with known features of chronicity. The pattern of trajectory for macrophages and myofibroblasts and the heatmap of the top 20 genes significantly changed in pseudotime illustrated a transition from macrophage to myofibroblast (Fig. 3D-F). We observed abundant intercellular signaling between macrophage, neutrophils and myofibroblast (Fig. 3G), thereby supporting the aforementioned findings. We further revealed that *TNF-α* and *IL-1β* as the important inflammatory genes predominantly expressed in macrophages and neutrophils (Fig S2. C-F). Compared to control kidneys, the expression of *TNF-α* and *IL-1β* significantly upregulated on day2 and day10 post-UUO (Fig S2. G-J). These data suggest that macrophages and neutrohils play essential roles in inflammation after UUO.

We further examined *Gsdmd* expression in a variety of healthy and obstruction-injured renal cell types by single-cell sequencing. The expression of *Gsdmd* increased significantly in different immune cell types including neutrophils and macrophages in kidneys after UUO, but very scarce in renal tubular cells (Fig. 3H-K). Up-regulated *Gsdmd* expression in neutrophils remained robust until day 10 after UUO, but that in macrophages on day 10 showed a downtrend compared with day 2. NETs-associated genes in neutrophils were significantly activated by UUO (Fig. 3M), thus, confirming the involvement of NETs formation in obstructive kidneys. Next, we assessed crosstalk between neutrophils and other cell types. We found that macrophage had the most active intercellular crosstalk with neutrophils compared to other immune cells (Fig. 3L). Taken together, we provide solid evidence for up-regulated expression of *Gsdmd* and NETs activation in neutrophil and close interactions between neutrophils and macrophages in the obstructive kidney.

**UUO induced NETs formation in neutrophils and α-SMA production in macrophages, which could be inhibited by *Gsdmd* deletion**

To explore the role of GSDMD in NETs formation, we compared the expression of histone H3 (H3), core component of nucleosome, by immunofluorescence on day 2 and day 7 post-UUO between *Gsdmd^-/-^* and *Gsdmd^+/+^* mice. Myeloperoxidase (MPO) staining was used to confirm neutrophil infiltration. H3 and MPO were stained double positively with loose expansion of chromatin in renal interstitium of *Gsdmd^+/+^* mice after UUO, which was indicative of NETs formation. *Gsdmd* deletion significantly reduced the number of H3 and MPO double positive cells (Fig. 4A-B). Myofibroblasts, a subset of activated fibroblasts, are often characterized using α-SMA as a specific marker^21^. We observed α-SMA expression in F4/80^+^ macrophages on day 7, suggesting MMT in renal fibrosis which was supported by previous studies^22, 23, 24, 25^. The number of cells co-expressing α-SMA and F4/80 in the kidneys of *Gsdmd^-/-^* mice post-UUO were downregulated (Fig. 4C-D). Further, flow cytometry analyses confirmed that *Gsdmd* depletion reduced the percentage of macrophages expressing α-SMA in kidneys on day 7 and 10 after UUO (Fig. 4E-F). These data demonstrate that GSDMD contributes to NETs release from neutrophils and α-SMA expression in macrophages.

***Gsdmd* deletion in bone marrow-derived cells instead of renal parenchymal cells provided protection against renal fibrosis following UUO**

To further examine the contribution of renal parenchymal cells and bone marrow-derived immune cells to the pathogenesis of renal fibrosis post-UUO, we performed chimera studies by bone marrow transplantation. *Gsdmd^+/+^* to *Gsdmd^+/+^* chimeric mice developed severe renal fibrosis post-UUO and displayed increased collagen deposition as determined by Masson Trichrome staining on day 13 after UUO (Fig. 5A, D). These pathological changes were similar in *Gsdmd^+/+^* to *Gsdmd^-/-^* chimeric mice. However, both *Gsdmd^-/-^* to *Gsdmd^+/+^* and *Gsdmd^-/-^* to *Gsdmd^-/-^* chimeric mice showed significant renoprotection. We also observed increased deposition of α-SMA and Col I in the kidneys of *Gsdmd^+/+^* to *Gsdmd^+/+^* and *Gsdmd^+/+^* to *Gsdmd^-/-^* chimeric mice. In contrast, expression of these fibrotic markers was downregulated in *Gsdmd^-/-^* to *Gsdmd^+/+^* and *Gsdmd^-/-^* to *Gsdmd^-/-^* chimeric mice (Fig. 5B, C, E, F). Furthermore, NETs formation was suppressed in *Gsdmd^-/-^* to *Gsdmd^+/+^* chimeras (Fig. 5G-H) as was α-SMA expression in macrophages (Fig. 5I-J) on day 7 after UUO. These data confirm that GSDMD from bone marrow-derived cells, not renal parenchymal cells, is involved in renal fibrosis after UUO.

**Specific deletion of *Gsdmd* in neutrophils instead of macrophages protected the kidney from undergoing fibrosis after UUO**

To distinguish the specific contribution of each inflammatory cell type to prevent fibrosis in the *Gsdmd^-/-^* mouse, we generated neutrophil-specific and macrophage-specific *Gsdmd* deficient mice by crossing *Gsdmd^fl/fl^* mice and with *Mrp8-Cre* or *Lyz-Cre* mice respectively. Compared with wild type mice (*Gsdmd^wt/wt^Mrp8^cre^*), neutrophil-specific *Gsdmd* deficient mice (*Gsdmd^fl/fl^Mrp8^cre^*) significantly reduced renal fibrosis on day 13 after UUO. However, macrophage-specific *Gsdmd* deficient mice (*Gsdmd^fl/fl^Lyz^cre^*) failed to reduce renal fibrosis when compared with wild type mice (*Gsdmd^wt/wt^Lyz^cre^*) (Fig. 6A, D). Consistently, neutrophil-specific *Gsdmd* deficient mice instead of macrophage-specific *Gsdmd* deficient mice reduced the expression of α-SMA (Fig. 6B, E) and Col I (Fig. 6C, F) in the kidneys on day 13 after UUO. We noticed that macrophage-specific *Gsdmd* deletion also inhibited inflammatory cytokines including TNF-α and IL-1β production in kidney (Fig S3.A-B) , suggesting that the excretion of TNF-α and IL-1β in macrophages did not play the leading function in the progression of renal fibrosis induced by ureteral obstruction. Taken together, these data provide evidence that GSDMD activation in neutrophils rather than in macrophages contributes to the progression of renal fibrosis after ureteral obstruction.

**GSDMD-dependent NETs actived p65 translocation into the nucleus in macrophages and promoted inflammation and MMT**

The interaction between neutrophils and macrophages is an interesting area of research and there is growing evidence suggesting NETs as potential pathway through which neutrophils affect macrophages^14, 15^. NETs formation *in vitro* were induced in neutrophils isolated from *Gsdmd^+/+^* and *Gsdmd^-/-^* mice. Low dose (20nM) of phorbol 12-myristate 13-acetate (PMA) was firstly used to prime neutrophils to a low-grade activated state but not to induce NETs formation. Then hydrops extracted from the obstructed kidney and urine of healthy mice were then added to the treatment and control group respectively. Immunofluorescence revealed positive GSDMD expression in *Gsdmd^+/+^* neutrophils in the control and treatment group (Fig. 7A). In addition, we found that GSDMD was primarily localized in the cytoplasm in unstimulated neutrophils. Following hydrops from the obstructed kidney stimulation, GSDMD translocalization to the cell membranes was observed. This stimulation also induced NETs formation characterized by positive Cit-H3 staining in *Gsdmd^+/+^* neutrophils, which was inhibited by *Gsdmd* deletion (Fig. 7B-C). TGF-β1/Smad3 signaling has been recognized as the master regulator of MMT. Significantly, we found that NETs promoted expression of α-SMA and its upstream transcription factor, phosphorylated Smad3, in both *Gsdmd^+/+^* and *Gsdmd^-/-^* macrophages (Fig. 7D-E). Taken together, these data suggest that *Gsdmd* deletion reduces α-SMA expression in macrophages possibly through the NETs signaling pathway. Pre-treatment of macrophages with the known NETs inhibitors, DNase I or neutrophil elastase (NE) inhibitor, prevented α-SMA expression in macrophages (Fig. 7D). Further, treatment with an anti-TGF-β1 antibody prevented α-SMA expression in macrophage stimulated by NETs. This agreed with the hypothesis that NETs could promote MMT through the TGF-β1/Smad3 signaling pathway (Fig. 7D). In addition, NETs promoted the NF-κB p65 subunit translocated into the nucleus of macrophages (Fig. 7F-G). NETs also increased TGF-β1 and TNF-α generation in macrophages, but did not inhibited by *Gsdmd* deletion (Fig. 7H-I). LPS and HMGB1 treatment promoted IL-1β generation in macrophages, which could be inhibited by *Gsdmd* deletion (Fig.7J).

**Caspase 11 activation in neutrophils played an essential role in NETs formation and renal fibrosis after UUO**

It has been well known that GSDMD could be cleaved by caspases including caspase-1, 4, 5 and 11^26^. Previous study revealed that Casp11 was required for GSDMD-dependent NETs formation^18^. In our study, we actually found that Casp11 was activated during the development of obstructive nephropathy (Fig.8A). To examine the role of Casp11 in NETs formation and renal fibrosis after UUO, we generated neutrophil-specific *Casp11* deficient mice by crossing *Casp11^fl/fl^* mice with *Mrp8-Cre* mice. Specific deletion of *Casp11* in neutrophils effectively protected the kidney from undergoing fibrosis (Fig. 8B, Fig S4.A) and expressing α-SMA (Fig. 8C, Fig S4.B) and Col I (Fig. 8D, Fig S4.C) on day 13 after UUO. NETs formation in the kidney induced by ureteral obstruction was significantly reduced by neutrophil-specific deletion of *Casp11* (Fig.8E, Fig S4.D). Consistently, *in vitro*, hydrops extracted from the obstructed kidney induced NETs formation in neutrophils of *WT* mice, which could be inhibited by *Casp11* deletion (Fig. 8F-G). Thus, in response to ureteral obstruction, NETs formation in the renal infiltrating neutrophils depends on Casp11/GSDMD activation.

**Discussion**

As well as contributing to acute phases of kidney injury, leading to more severe tubule damage, immune cell-mediated inflammatory responses also stimulate the transition from AKI to CKD characterized by extracellular matrix deposition and renal fibrosis ^27^. GSDMD, pore-forming protein that executes pyroptosis, has been considered to closely relate with functions of inflammatory cells^28^. We previously revealed that GSDMD-mediated pyroptosis and RIPK3-mediated necroptosis in both myeloid and nonmyeloid cells critically contributed to the progression of sepsis^29^. Herein, we show that bone marrow transplantation from *Gsdmd^-/-^* mice ameliorated renal fibrosis in *Gsdmd^+/+^* mice. However, *Gsdmd^+/+^* to *Gsdmd^-/-^* chimeric mice did not reveal a renoprotective phenotype. Therefore, we reveal the involvement of GSDMD-mediated cellular processes in bone marrow-derived cells, not in renal parenchymal cells, in ureteral obstruction-induced renal fibrosis.

The activation of inflammatory responses and recruitment of leucocytes to an injured kidney come after tubular injury that released chemotactic signals and endothelial injury that enabled the adhesion and transmigration of immune cells^30^. We showed infiltration of a large number of neutrophils and macrophages in the kidneys on day 5 and day 10 after UUO. Significant efforts have been made to explore the mechanism by which tubular injury provokes immune cell infiltration. M. A. Battistone *et al*.^31^ identified a novel chemokine-produced axis between renal tubular cells and intercalated cells, in which uridine diphosphate–glucose, a danger-associated molecular pattern released from damaged tubular cells, could bind to P2Y14 receptors on intercalated cells, followed by chemokine release and proinflammatory immune cell recruitment. H. Maekawa *et al.*^32^ showed that neutrophil infiltration after cisplatin-induced tubular injury was regulated by the mitochondrial damage-cGAS-STING axis. Several well-designed studies showed that CCR2 and CX3CR1 promote monocytes/macrophage infiltration in the kidneys after post-ischemic or post-obstructive injury ^33, 34^.

After migration, neutrophils and macrophages induce inflammation-associated damage via different mechanisms. NETs have been one of the most widely studied pathways of neutrophil-induced injury, which has been observed in kidney injury induced by different stimuli^35^. There is growing interest in the synthesis and regulation of NETs. RIPK1-RIPK3-MLKL-dependent neutrophil necroptosis has previously been associated with NET formation followed by exposure to certain particles^36^ or antineutrophil cytoplasmic antibody (ANCA)^37^. Recent studies proposed a breakthrough hypothesis about the significance of GSDMD in NETs release. S. Kordes *et al.*^17^ demonstrated that NETs formation was dependent on GSDMD, during which GSDMD could be cleavage by neutrophil elastase (NE) and translocated to the plasma membrane to promote NETs release. In addition, GSDMD was shown to play a role in upstream NE mobilization from granules – an essential process for NETs formation, suggesting a feed-forward loop between GSDMD and NE. N. D. Condon *et al.*^18^ revealed caspase-11/GSDMD-dependent mechanism of NETs activation and concomitant cell death (NETosis) as a defensive response against cytosolic bacteria. Caspase-11 and GSDMD were shown to be required for neutrophil plasma membrane rupture during the final stage of NETs extrusion as well as nuclear delobulation and DNA expansion during the early phase. Our study consistently suggested that Casp11/GSDMD were required for NETs formation in the kidneys after ureteral obstruction. More recent findings from A. V. Goncalves *et al.*^19^ showed that GSDMD inhibition prevents multiple organ dysfunction during sepsis by blocking NETs formation. In our study, we determined the suppressive effect of *Gsdmd* deletion on NETs formation in the kidneys after UUO and provided supporting evidence for the vital role of GSDMD in NET formation. As the front-line immune cell at the site of injury, neutrophils may initiate NETs formation in the kidneys as early as 24 h after ischemic injury^38^. In the current study, we observed NETs formation in kidneys on day 7 after ureteral obstruction using Cit-H3 positive staining. This made it possible for neutrophils to take effect in the early injury phase as well as in the later phase oriented towards renal fibrosis.

Interestingly, we discovered that NETs formed by neutrophils imposed a stimulating effect on the TNF-α and TGF-β1 secretion from macrophages by triggering NF-κB p65 subunit translocated into the nucleus, and then promoted MMT through activation of TGF-β1/Smad pathway in macrophages. We identified that specific deletion of *Gsdmd* in neutrophils instead of macrophages prevented the progression of renal fibrosis after UUO, which provided stronger evidence that GSDMD-dependent NETs formation functioned as the upstream mechanism of the activity of macrophages. Previous studies have shown that neutrophils may horn in on macrophage activity by releasing NETs. During atherosclerosis, NETs primed macrophages for cytokine release^16^. NETs stimulated by free fatty acids may influence monocyte-derived macrophage infiltration and inflammation in the liver^39^. In the animal model of post-epidural fibrosis, NETs were found to increase the production of extracellular matrix components in macrophages^40^. In a systemic vasculitis known as deficiency of ADA2, NETs induced production of inflammatory cytokines from macrophages through NF-κB nuclear translocation in macrophages^41^. Macrophages produce large amounts of proinflammatory and profibrotic cytokines which can aggravate tubular damage contributing to renal fibrosis. We observed upregulated expression of cytokines including TNF-α, IL-1β, and TGF-β1 from macrophages in post-obstructive kidneys. These findings were consistent with previous studies from our group ^7^ and others^42, 43^. However, in our *vitro* study, TNF-α and TGF-β1 produced in macrophages could not be prevented by *Gsdmd* deletion. Further investigation is needed to explore subsequent mechanism of how neutrophil extracellular DNA or associated proteins activate TGF-β receptor as well as other inflammatory signals in macrophages. Notably, macrophages are multifunctional cells which exhibit a wide range of complex roles in both renal injury and repair^44^. Homeostatic injury and repair mechanisms in macrophages during kidney injury remain unclear despite considerable efforts.

The transition from macrophage to myofibroblast in the condition of UUO were shown in our study. However, myofibroblasts in kidney fibrosis could originate from different sources besides the MMT program. V. S. LeBleu et al^45^ revealed that about half of myofibroblasts emerged from local resident fibroblasts through proliferation and the rest are recruited through differentiation including MMT (35%), the endothelial-to-mesenchymal transition program (10%) and the epithelial-to-mesenchymal transition program. In the present study, we laid stress on MMT and its upstream regulatory mechanism based on our experimental findings and the effects of targeting diverse pathways to inhibit the accumulation of myofibroblasts after UUO needs to be addressed in further studies.

In conclusion, we found that UUO-induced Casp11/GSDMD-dependent NETs formation in neutrophils activated p65 translocation to the nucleus and then stimulated TNF-α and TGF-β1 production in macrophages, which promoted MMT contributing to renal fibrosis (Fig. 8H). Moreover, conditional deletion of *Gsdmd* in neutrophils effectively prevented renal fibrosis by blocking NETs formation in neutrophils and α-SMA production in macrophages. Therefore, targeting Casp11/GSDMD-dependent NETs in neutrophils could provide a potentially novel therapeutic strategy against progressive obstructive nephropathy.

**Materials and Methods**

**Murine Models**

All the experiments were conducted according to the Chinese Guidelines on the Care and Use of Laboratory Animals, with approval from Laboratory Animal Management and Ethics Committee of Fujian Medical University (FJMU IACUC 2021-0298).

*Gsdmd^-/-^* and *Gsdmd^+/+^* mice on a C57BL/6 background were provided by Prof. Jiahuai Han (State Key Laboratory of Cellular Stress Biology, School of Life Sciences, Xiamen University, China). *Gsdmd^fl/fl^* and *Casp11^em1cyagen^* on a C57BL/6J background were obtained from Cyagen Biosciences. *Lyz2^tm1(cre)Ifo^* and *MRP8-Cre-ires/GFP* mice on a C57BL/6 background were obtained from Jackson Lab. *Gsdmd^fl/fl^* *Lyz^cre^* were generated by intercrossing *Lyz-cre* with *Gsdmd*^fl/fl^ mice. *Gsdmd^fl/fl^Mrp8^cre^* mice were generated by intercrossing *Mrp8-cre* with *Gsdmd*^fl/fl^. *Casp11^fl/f^Mrp8^cree^* mice were generated by intercrossing *Mrp8-cre* with *Casp11^fl/fl^*. *Casp11*^-/-^ mice were obtained by intercrossing the *Casp11^fl/fl^* mice with *EIIa*-*Cre* mice (Jackson Lab, 003724). All mice were housed in a specific pathogen-free facility with 12 h light/dark cycles. Genotypes were determined by tail-snip PCR amplification and the results were shown in FigS5. UUO surgery was performed as previously describe^8^. Briefly, male mice (8–10-weeks-old, 22–26 g body weight) were anesthetized and ureteral obstruction was performed by ligation of the left ureter with 4–0 silk sutures. Sham-operated mice underwent the same procedure without ligation. Kidneys were collected and analyzed at the indicated time points.

For bone marrow transplantation studies, recipient mice were irradiated by lethal X-ray irradiation (7.5 Gy). Subsequently, 2×10^6^ bone marrow cells isolated from donor mice were injected into recipients via the tail vein.

After handling the mice, the investigators were blinded when assessing the outcome (histology, ELISA, Single-cell sequencing and Western blot).

**Reagents and antibodies**

Anti-α-SMA (A5228, Sigma-Aldrich), anti-collagen I (ab34710, Abcam), anti-GSDMD antibody (ab219800, Abcam), anti-pSmad3 antibody (ab52903), anti-Caspase11 (14340, Cell Signaling) and anti-GAPDH (3781, ProSci) antibodies were used for western blotting. Anti-MPO (ab208670, Abcam), Anti-Histone H3 (AF0863, Affinity Bioscience, China), Anti-Histone H3 (citrulline R2+R8+R17) antibody (ab5103, Abcam), anti-F4/80 [CI: A3-1] (ab6640, Abcam), anti-Lrp2/Megalin (ab184676, Abcam), as well as antibodies against α-SMA, collagen I, GSDMD (ab239377), and DAPI were used for immunofluorescence staining. Anti-F4/80 and anti-Ly6G [RB6-8C5] (ab25377, Abcam) antibodies were used for immunohistochemical staining. Mouse TNFα (MTA00B), IL-1β (MLB00C), and TGF-β1 (DB100C) ELISA Kits provided by R&D Systems and HMGB1 (ST51011) ELISA Kit provided by TECAN were used for detection of their secretion levels by enzyme linked immunosorbent assay (ELISA).

**Histologic analysis**

Kidneys samples were fixed in 4% (v/v) normal formalin and embedded in paraffin optimal cutting temperature compound (OCT, 4538, Leica). Paraffin sections (4μm) were stained with Masson Trichrome and with the immunohistochemical stain. Kidney cryosections (4μm) were used for immunofluorescence staining. After fixation with ice-cold acetone for 15 min, sections were washed with phosphate buffered saline (PBS) and incubated with different primary antibodies: anti-α-SMA (1:200), anti-collagen I (1:100), anti-MPO (1:200), anti-Histone H3 (1:200, AF0863), anti-F4/80 (1:100), anti-Lrp2/Megalin (1:200), and anti-GSDMD (1:100) for 1–2 h, followed by staining with Alexa Fluor® 488 and Alexa Fluor® 594 labeled secondary antibodies (Abcam). DNA was labeled with DAPI (Invitrogen). Immunohistochemical staining was performed as previously described ^3^. The numbers of F4/80^+^, Ly6G^+^, NETs^+^, F4/80^+^α-SMA^+^ and GSDMD^+^ cells were accessed with Image J software. The evaluation and scoring of renal fibrosis based on Masson Trichrome staining were performed with published methods^46^. Briefly, after blinded capture of micrographs, each image was evaluated by a technician in a manner blinded to experimental conditions. The collagen deposition in the interstitial area (green) and renal tubules and glomeruli (red) were defined for their intensity values and the total “green” and “red” areas were then determined using Image J software.

**Western blot analysis**

For kidney tissues, approximately 50 mg were placed in 400-500 μL radioimmunoprecipitation assay (RIPA) lysis buffer containing a cocktail of protease inhibitors before homogenization. The Bradford protein assay was used to determine protein concentrations and then sodium dodecyl sulphate (SDS) was added. For cultured cells in vitro, cells were harvested and immediately lysed with 1.2×SDS sample buffer. Lysates were then subjected to electrophoresis and separated by SDS polyacrylamide gel electrophoresis (SDS-PAGE), then transfer to polyvinylidene fluoride membranes (EMD Millipore). Membranes were blocked for 1 h in 5% BSA and incubated overnight at 4°C with the primary antibodies. After TBST washing, membranes were incubated with horseradish peroxidase-labeled secondary antibodies for 1h. The enhanced chemiluminescence (ECL) method was used to visualize the blots.

**Flow cytometry analysis**

Flow cytometry was used to quantify the immune cell subtypes in the injured kidney after UUO. In brief, kidneys were harvested, minced, and incubated with 1 mg/ml type IV collagenase (sigma, 11088858001) and DnaseI (90083, ThermoFisher Scientific,) in DMEM (11965092, Gibco™) for 30 minutes at 37℃in a shaker. The RPMI (31800-089, Gibco™) was added with FBS (085-150, WISENT) to terminate the digestion. The digested kidney tissue suspensions were passed through a mesh with 40μm pore size to remove the undigested tissues and then washed in PBS. 40% and 70% percoll (17-0891-02, GE Healthcare, Sweden) were used for the gradient centrifugation. The final pellets were resuspended in PBS and then loaded to the flow cytometry for analysis.

After blocking nonspecific Fc binding with anti-mouse CD16/32 (14-0161-85, eBioscience™), fresh renal immune cell suspensions were incubated with anti-mouse CD45 antibody (30-F11, 47-0451-82, APC-eFluor™ 780, eBioscience™) to determine total immune cell numbers. Anti-CD45 antibody-labeled samples were labeled with the other following antibodies, anti-mouse F4/80-PE (BM8, 48-4801-82, eBioscience™), and Ly6G/Ly6C (RB6-8C5, 11-5931-82, eBioscience™) antibody to identify macrophages (CD45^+^F4/80^+^) and neutrophils (CD45^+^Ly6G^+^) respectively. Using F4/80-PE (BM8, 48-4801-82, eBioscience™) and α-SMA antibody (53-9760-80, Invitrogen) we identified the expression of F4/80 and α-SMA in macrophages. Subsequent data acquisition was performed by flow cytometer (CytoFLEXB53015, Beckman).

**Single-cell transcriptome sequencing**

Mouse kidney tissues were transferred, minced, and washed according to standard procedure. Tissues were dissociated into single cells using Multi Tissue Dissociation Kit (MACS 130-110-201). Single-cell suspensions were loaded to 10x Chromium for to single cell capture using the 10X Genomics Chromium Single-Cell 3’kit (V3) according to the manufacturer’s instructions. Following cDNA amplification, library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run,150 bp) by LC-Bio Technology Co. Ltd. (Hangzhou, China).

A total of 8481 cells were isolated and sequenced from control samples, with a mean of 40059 reads and a median of 768 genes detected per cell. In the UUO-d10 sample, we isolated a total of 15235 cells with a mean of 45332 reads and a median of 1261 genes detected per cell. In the UUO-d2 sample, we isolated a total of 20917 cells with a mean of 30222 reads and a median of 1602 genes detected per cell. Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. Sample demultiplexing, barcode processing and single-cell 3’gene counting were performed using the Cell Ranger pipeline (http://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome, version 4.0.0). Next, we adapted a workflow that makes of R package Seurat (version 3.1.1). The following parameters were used to filter good quality cells: the total number of expressed genes/cell was >500 and <4000 nGenes; the total number of unique molecular identifier/cell was >500 and <15000 nUMI; exclude cells with high cell complexity (log10GenesPerUMI) ≤0.8; exclude cells with >30% mitochondrial ratio.

All sequences generated in this study have been deposited in the National Center for Biotechnology Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/>) with accession number GSE197266.

**Cell culture**

Neutrophils were isolated from bone marrow according to previously published protocols^47^. Briefly, the mice were euthanized using cervical dislocation and doused with 70% ethanol. The bone marrow from the femur and tibia was flushed using a sterile syringe filled with 1× HBSS 0.38% sodium citrate buffer and then collected into a clean 50 mL conical tube. The bone marrow cells were collected by centrifugation at 230 × g for 6 min, then resuspended in 1×HBSS 0.38% sodium citrate buffer. The cell suspension was centrifuged by Percoll gradients. The third (neutrophil) layer was transferred to a clean 15 mL conical tube after the first and second cell layers being removed. The collected neutrophils were added with 1× HBSS 0.38% sodium citrate buffer and resuspended. The purity of the cell population was determined by cytospin staining and cell viability was assessed by dye exclusion.

To stimulate neutrophil to form NETs *in vitro*, neutrophils were treated with very low dose of PMA (20nM) for 3 hours and then treated with hydrops extracted from the obstructed kidney or urine of healthy mice for 8 hours. NETs were identified by the positive staining of anti-Cit-H3 antibody (1:200, abcam5103) and anti-MPO antibody (1:200) as previously described^18^. Briefly, the percentage of neutrophils with positive Cit-H3 was quantified via image analysis of eight to ten nonoverlapping fields of view and deconvolved images were subjected to quantitative analysis with Image J. Total cell number in each field of view was determined by counting DAPI (nuclear). For NETs purification, the culture medium was discarded and neutrophils on the bottom of the culture plate were gently washed with cold PBS. After repeated three times washing, cells undergoing NETs were detached from culture plate and collected in 700 µl of FCS-free medium. Cell debris and NETs fragments were separated by centrifugation at 300 x g 10 minutes at 4°C. The NETs-containing supernatant was transferred to a fresh tube without disrupting the pellet. The concentration were determined by Quant-iT PicoGreen dsDNA Assay Kit (Thermo Fisher, P7589).

Bone marrow derived macrophages (BMDMs) were isolated from the bone marrow of *Gsdmd^+/+^* and *Gsdmd^−/−^* mice. BMDMs were obtained as described ^7^. Differentiated macrophages were seeded in 12-well tissue plate for 24 h and then treated as indicated.

**Statistical analysis**

We performed two replicates for each model in Single-cell transcriptome sequencing. Other results were represent at least three independently performed experiments. Statistical analysis was performed with Prism software (GraphPad Software, Inc.). Unpaired Student’s t tests or two-way analysis of variance test with Bonferroni post-test was used to compare the means of two groups. Bars represent means ± SD. *P*<0.05 was considered to indicate statistical significance.

**Data Availability**

All data needed to evaluate the conclusions in the paper are present in the paper. Additional data related to this paper may be requested from the corresponding author.

**Acknowledgments**

We are grateful to Pro. Jiahuai Han (Xiamen University) for experimental materials. We thank the experimental technical help of Central Laboratory, the First Affiliated Hospital of Fujian Medical University.

**Conflict of Interest**

The authors declare no competing interests.

**Author contributions**

HC and YX designed research. YW, YL, ZC, YY, QS, KY, CC, GL,YS, HC and YX performed the experiments. YW, YL, ZC and YX analyzed the data. YW wrote the draft manuscript. HC and YX supervised the research. YX performed writing-review and editing. All authors verified the data and approved the final version of the manuscript.

**Funding**

This work was supported by National Natural Science Foundation of China (No. 82070720), Natural Science Foundation of Fujian province (No.2020J02020, No. 2021J05151), Fujian Provincial Health Technology Project (No. 2021ZQNZD004), and Fujian Province Finance Project (2020B009). Yanfang Xu was supported by Outstanding Young Talents Program of the First Affiliated Hospital of Fujian Medical University (YJCQN-A-XYF2021).

**Ethics approval and consent to participate**

The animal experiments were accomplished in compliance with ethical standards. All the animal experiments were performed with the approval of the Laboratory Animal Management and Ethics Committee of Fujian Medical University, according to the Chinese Guidelines on the Care and Use of Laboratory Animals.

**Reference**

1. Nastase MV, Zeng-Brouwers J, Wygrecka M, Schaefer L. Targeting renal fibrosis: Mechanisms and drug delivery systems. *Adv Drug Deliv Rev* 2018, **129:** 295-307.

2. McLeod DJ, Sebastiao YV, Ching CB, Greenberg JH, Furth SL, Becknell B. Longitudinal kidney injury biomarker trajectories in children with obstructive uropathy. *Pediatr Nephrol* 2020, **35**(10)**:** 1907-1914.

3. Chen H, Fang Y, Wu J, Chen H, Zou Z, Zhang X*, et al.* RIPK3-MLKL-mediated necroinflammation contributes to AKI progression to CKD. *Cell Death Dis* 2018, **9**(9)**:** 878.

4. Imamura M, Moon JS, Chung KP, Nakahira K, Muthukumar T, Shingarev R*, et al.* RIPK3 promotes kidney fibrosis via AKT-dependent ATP citrate lyase. *JCI Insight* 2018, **3**(3).

5. Belavgeni A, Meyer C, Stumpf J, Hugo C, Linkermann A. Ferroptosis and Necroptosis in the Kidney. *Cell Chem Biol* 2020, **27**(4)**:** 448-462.

6. Maremonti F, Meyer C, Linkermann A. Mechanisms and Models of Kidney Tubular Necrosis and Nephron Loss. *J Am Soc Nephrol* 2022.

7. Li Y, Yuan Y, Huang ZX, Chen H, Lan R, Wang Z*, et al.* GSDME-mediated pyroptosis promotes inflammation and fibrosis in obstructive nephropathy. *Cell Death Differ* 2021.

8. Ding Y, Kim S, Lee SY, Koo JK, Wang Z, Choi ME. Autophagy regulates TGF-beta expression and suppresses kidney fibrosis induced by unilateral ureteral obstruction. *J Am Soc Nephrol* 2014, **25**(12)**:** 2835-2846.

9. Truong LD, Petrusevska G, Yang G, Gurpinar T, Shappell S, Lechago J*, et al.* Cell apoptosis and proliferation in experimental chronic obstructive uropathy. *Kidney Int* 1996, **50**(1)**:** 200-207.

10. Raup-Konsavage WM, Wang Y, Wang WW, Feliers D, Ruan H, Reeves WB. Neutrophil peptidyl arginine deiminase-4 has a pivotal role in ischemia/reperfusion-induced acute kidney injury. *Kidney Int* 2018, **93**(2)**:** 365-374.

How the deposited data were processed for this re-analysis (not part of the article)

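Single-cell transcriptomes of the obstructed kidneys of 2 wild-type mice on day 10 after UUO were analysed. The sample labels give both mice the same condition and the numbers 1 and 2, and the columns of the table carry the same numbers. The series is not the one that the paper names. Its samples were matched to the paper's day 10 kidneys by label only, and whether they are the same mice was not tested. Control kidneys and kidneys on day 2 were not analysed here, so no comparison between time points was made.

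According to the paper's methods, the authors dissociated the kidneys, captured cells with the 10x Genomics Chromium 3' kit, counted UMIs with Cell Ranger and processed them with Seurat. The authors deposited, for each gene and cell, the natural log of 1 plus the UMIs per 10000 UMIs of the cell. The genome build, the annotation, the resolution of the clustering and any removal of doublets are not given in the sources used here. The deposited values were not scaled or batch-integrated: with the log undone, each cell summed to 10000, and each value was a whole multiple of what a single UMI is worth in its cell. The largest difference between a deposited value and the value rebuilt from whole UMIs was 6e-15. The number of columns that belong to no sample was 0.

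A test on raw UMI counts had been chosen before the data were examined. Since the deposited unit is a natural log and not a count, limma on log2 values took its place, with the same cell types, mice and contrasts. A count model on the recovered UMIs was left out. The recovered UMIs were summed per mouse and cell type, scaled to CPM by their total, and 10 was added before log2 was taken. limma's trend of the variance with the mean was used, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 11 types shared an estimate of the spread with 11 residual degrees of freedom from 22 sums. The tests are two-sided. Of simulated genes changed between neutrophil-like and proximal tubular-like cells among 14101 genes, the procedure recovered 4.3% at a 2-fold change, 26.5% at 4-fold, 77.6% at 8-fold and 68.8% at 16-fold. Of those with a mean of at least 50 CPM it recovered 28.6% at 2-fold (2 of 7), 71.4% at 4-fold (5 of 7) and 100% at 8-fold (12 of 12) and at 16-fold (6 of 6). The procedure called 1 of 13909 unchanged genes. In the simulation all types shared a profile, and their sums varied independently with a coefficient of variation of 0.3. Real types and mice differ from that, and few genes were simulated, so these shares are a rough guide only. A difference that is not called is therefore no evidence of equal levels.

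Cells were kept with more than 500 and fewer than 4000 genes, more than 500 and fewer than 15000 UMIs, a ratio of log10 genes to log10 UMIs above 0.8 and a mitochondrial share of at most 30%, as the paper states. Values were clipped at 10 SD before the principal components were computed, and the random seed was 0. A name needed at least 3 markers with a UMI in 10% of a cluster's cells. A cluster stayed unnamed when more of its 10 leading genes were markers of another type than of its own. Leading genes were those with the largest fold over all other cells among genes with a UMI in at least 25% of the cluster, after 0.1 UMIs per 10000 were added. The second clustering, of cells outside the immune types, used resolution 2, chosen among several settings after the data had been seen. Markers that were not analysed here, because the table used lists no such gene, include *Cnn1*, *Lum*, *Dpt* and *Myh11*.

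The genes named in the text are those the paper names for this experiment in its text, Fig. 3F and Fig. 3M, the markers, the genes of the ligand-receptor list, genes that tell the sex of the animals, and the 10 leading genes of each cluster. This rule was fixed before the data were examined. The ligand-receptor list held 149 pairs, of which 144 had both genes in the table.

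Doublets were scored with Scrublet in each mouse. Its own threshold called 2 of 6452 cells (0.031%) in mouse 1 and 0 of 7885 in mouse 2, so the caller did not work, and doublets were left in. Its scores are used for 1 alternative only and for no argument against doublets. As an alternative added after this was seen, the 6% of cells with the highest scores were left out, 371 of mouse 1 and 455 of mouse 2.

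Types of a mouse come from the same animal, so the mouse numbers pair the sums. Deviations from the type means were correlated between types at 0.011 to 0.426 over 55 pairs of types, with a median of 0.125 and 37 pairs above 0.1. The fit with the mouse as a block is an alternative.

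Shares of cells with a UMI were compared after each cell was thinned to 1000 UMIs. Intervals are exact Clopper-Pearson intervals for shares and exact Poisson intervals for sums, at 95%. They cover counting error only, not differences between animals. Where a count of 0 is said to allow a share, a limit of 3 counts is used. That limit is lower than the upper end of an exact interval. The precision rests on 24671572 UMIs in mouse 1 and 35404970 in mouse 2 before the filter, and on 23622082 and 32444938 after it.

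Alternatives tried were the filter on cells, the resolution (0.5 and 2), 15 principal components, 4000 variable genes, the filter on genes, the mouse as a block, each mouse left out, the detection threshold of ligand-receptor pairs and NET genes, the depth of thinning and, added after the data had been seen, pseudocounts of 1 and 50, quantile normalization, the mean over cells in place of sums, the cells with the highest doublet scores left out, and the genes of Fig. 3F kept in the clustering. The pseudotime analysis and the comparisons between time points were left out, the latter because only day 10 was analysed here.

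The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.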

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

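The tests of *Acta2* in neutrophil-like cells and of mixed droplets for the cluster of mouse 2 were chosen only after the result was seen, and those of depth, low oxygen and stress after the cluster and its leading genes had been seen.

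*Acta2*, which the paper follows in macrophages, had more UMIs in neutrophil-like cells than in macrophage-like cells. The paper does not report it in neutrophils. With cells thinned to 1000 UMIs, 28 of 1209 neutrophil-like cells of mouse 1, or 2.32% (1.54 to 3.33%), and 41 of 1634 of mouse 2, or 2.51% (1.81 to 3.39%), held an *Acta2* UMI, a mean of 2.41%. In CPM the level was 22.6 (17.3 to 29.0) and 26.6 (22.2 to 31.5). Without thinning, the shares were 4.49% and 6.72%, at median depths of 1896 and 2658 UMIs, and thinning left out 38 and 17 cells. The tables argue against 4 technical explanations. Free RNA from mural cells would reach T cell-like cells too, and their share after thinning was 0.0561% as a mean of the mice. Droplets with a neutrophil and a mural cell would carry *Tagln*, and the 167 neutrophil-like cells with *Acta2* held 193 *Acta2* UMIs and 1 *Tagln* UMI, or 0.518 (0.0131 to 2.92) *Tagln* per 100 *Acta2* UMIs, against 81.9 (67.5 to 99.4) in mural cell-like cells. Reads of the related actin genes counted on *Acta2* would follow those genes, and *Acta2* per 10000 *Actb* UMIs was 15.9 and 25.3 in neutrophil-like cells but at most 0.325 in T cell-like cells of a mouse, and per 10000 *Actg1* UMIs 37.3 (28.5 to 47.9) and 40.5 (33.9 to 48.1) but at most 1.29. Macrophage-like cells were lower per *Actb* UMI, at 5.48 and 8.26, but per *Actg1* UMI their 27.8 (13.9 to 49.8) and 32.6 (21.1 to 48.1) overlap the neutrophil values, so the excess over macrophage-like cells is not seen on that scale. These tests use T cell-like and mural cell-like cells as the only comparison. Transcription from *Acta2* in neutrophils is a hypothesis that stays open, as does transcription from a neighbouring gene read as *Acta2*, which was not tested because no positions were used. No condition in these data tests a biological explanation.

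A neutrophil-like cluster came almost wholly from mouse 2. Of its 917 cells, led by *Cxcl3*, *Gm5483*, *Ero1l*, *Bnip3* and *Upp1*, 904 or 98.6% were of mouse 2. A difference in depth between the mice is argued against, since after all cells were thinned to 1000 UMIs and clustered again 98.8% of the matching cluster was of mouse 2. Droplets that hold a neutrophil and a cell of another type would carry the markers of that type, and for 0 of 11 other types did the summed markers stand above those of the other neutrophil-like cells of mouse 2 by more than counting error. The markers of injured tubular cells were abundant in neutrophils, at 34.2% of their injured tubular level in the cluster and 109% in the rest, so for that type the test says little. Droplets with 2 neutrophils were not tested. *Bnip3*, *Ero1l* and *Hilpda* respond to low oxygen, so a list of 18 low-oxygen genes was compared between the mice. Their median log2 difference, mouse 2 minus mouse 1, was 1.46 in neutrophil-like cells. Low oxygen acting alike on every cell of the mouse 2 suspension would have moved most types by as much. Only 1 of the 10 other types, monocyte-like cells at 1.08, reached a level of 0.5 times that of neutrophil-like cells. The rest lay between 0.0176 and 0.387, all on the side of mouse 2. In macrophage-like cells 16 of the 18 genes were higher in mouse 2, and in proximal tubular-like cells 11. Low oxygen in the whole suspension that moved neutrophil-like and monocyte-like cells more than others is thus not excluded. Within mouse 2, 16 of these 18 genes were higher by 1 or more in the cluster than in the other neutrophil-like cells, with a median of 1.74. The list shares genes with those that lead the cluster. A stress response to dissociation cannot be told apart from other causes: over 16 early response and heat shock genes the median difference was 0.53, and only 5 reached 1 while 5 lay below 0, so the members went both ways. Differences between the animals or in the degree of obstruction stay open and were not tested. With 1 library per mouse, the animal and its library cannot be separated.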

How the results depend on the processing

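The pseudocounts, quantile normalization, the mean over cells, the cells left out by doublet score and the genes of Fig. 3F kept in the clustering were chosen only after the data were seen, as were the rule that names clusters and the second clustering, on which the values by cell type rest, and the number of clusters under the mitochondrial limit. The other alternatives were set before the data were examined.

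Over 22 results, 171 values were computed under an alternative. Of these, 152 kept within a set limit: a test kept its direction and, where it had a p-value, its side of the threshold, whatever its size, a count stayed within 1.5 times, and another value moved by less than 1 SD between the mice. For 31 of the 152 this says nothing: 16 are shares with a mouse left out, which with 2 mice always move by less than 1 SD, and 15 are log2 differences with a mouse left out, which have no p-value. Among the other 121, some could not have come out otherwise either. The count over the genes of Fig. 3F with a mouse left out cannot fall below 18 of 20. Leaving out 6% of the cells cannot change their number by 1.5 times. Beyond the 152, 15 counts and shares moved by more, 3 tests lost their call and 1 value changed direction. Among the values of the 8 tests, 69 gave the same call and 3 lost it. *Gsdmd* in neutrophil-like against proximal tubular-like cells ranged from 0.70 to 3.01 log2 units with adjusted p-values from limma of 1.79e-07 to 0.000433, and in macrophage-like cells from 0.87 to 3.41 with 1.23e-07 to 0.000107. *Tnf* in macrophage-like cells ranged from 2.09 to 3.88 with 2.11e-06 to 0.000294. *Il1b* ranged from 6.34 to 8.02 in neutrophil-like cells with 2.78e-09 to 1.31e-06, and from 4.43 to 5.95 in macrophage-like cells with 2.85e-07 to 6.11e-05. *Tnf* and *Il1b* did not separate neutrophil-like from dendritic cell-like cells under any alternative with a test, with adjusted p-values of 0.459 to 0.965 and 0.381 to 0.93.

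*Tnf* in neutrophil-like cells against the lymphoid and tubular types is the weakest call. Its value was 1.21 without the filter on low counts (adjusted p = 0.0545 from limma), 1.28 at a resolution of 0.5 (adjusted p = 0.0529) and 0.58 with a pseudocount of 50 (adjusted p = 0.132), over a range of adjusted p-values of 0.00789 to 0.132. The filter's effect comes with 18778 genes tested in place of 14854, and the pseudocount lies near the gene's own level. At the lower resolution no cluster was loop of Henle or distal tubular-like, so the reference held 4 types in place of 5. The fit then had 9 residual degrees of freedom in place of 11. Whether these changes are the cause was not tested.

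The fit with the mouse number as a replicate block gave the same calls for all 8 tests. With the block, *Tnf* in neutrophil-like cells kept a log2 difference of 1.21 and *Gsdmd* kept 1.75.

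Leaving out a mouse gives the other mouse's value alone, without a test. *Gsdmd* against proximal tubular-like cells was 1.59 to 1.91 in neutrophil-like and 1.79 to 2.35 in macrophage-like cells. *Tnf* was 0.97 to 1.44 in neutrophil-like and 3.10 to 3.28 in macrophage-like cells, and −0.65 to −0.02 between neutrophil-like and dendritic cell-like cells. *Il1b* was 6.28 to 8.49 and 4.91 to 6.02. Against dendritic cell-like cells *Il1b* was 1.20 with mouse 1 alone and −0.14 with mouse 2 alone, so its direction rests on mouse 1. The number of pairs from macrophage-like to mural cell-like cells was 26 with mouse 1 alone and 41 with mouse 2 alone, against 23 when both mice must reach the threshold, which follows from the rule itself. From neutrophil-like to macrophage-like cells it was 43 to 45, and 24 to 26 NET genes were detected. The level of *Gsdmd* in neutrophil-like cells was 52.2 CPM with mouse 1 alone and 25.8 with mouse 2 alone.

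The number of clusters was 34 at a resolution of 2, 16 at 0.5, 19 with 15 components, 24 with 4000 variable genes and 20 with at most 10% mitochondrial UMIs. The share of T cell-like cells was 16.9% at a resolution of 0.5, where a cluster of T and NK cell genes stayed unnamed. The share of transitional epithelial-like cells was 0 at that resolution and 1.22% with at most 10% mitochondrial UMIs, where a cluster led by *Umod* took the name and no cluster was loop of Henle or distal tubular-like. Under that limit the share of neutrophil-like cells was 21.5% and that of mural cell-like cells 0, because their group of 20 cells took the name fibroblast. The share of monocyte-like cells was 2.00% at a resolution of 2. For these shares the cause was not tested beyond the change of names. The group of mural cell-like cells held 44 cells with 15 components and 19 with the highest doublet scores left out.

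The share of macrophage-like cells with an *Acta2* UMI followed the depth to which cells were thinned, 0.357% at 500 UMIs, 0.496% at 1000 UMIs and 1.96% without thinning, as a share of cells with a UMI must. At 1000 UMIs it was 0.526% at a resolution of 0.5, 0.487% at 2 and 0.517% with the highest doublet scores left out. The SD between the mice was 0.00360 percentage points, far below the counting error of 3 and 5 cells, so these last changes are within counting error.

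The threshold for a detected gene set the number of pairs. At 100 CPM, 18 pairs went from neutrophil-like to macrophage-like cells and 9 from macrophage-like to mural cell-like cells. For a group of 10 or 11 cells the depth limits what can be said, since 1 or 2 UMIs decide whether a gene is detected.

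The scaling matters for counts of all genes. Between neutrophil-like and proximal tubular-like cells, the median log2 difference over all genes was −0.35, with 2093 genes higher and 6056 lower. With quantile normalization the median was 0, with 3605 higher and 3979 lower. The calls for *Gsdmd* held under both. Against the lymphoid and tubular types, neutrophil-like cells had 1655 genes higher and 6397 lower, and 2595 and 3702 with quantile normalization. Macrophage-like against proximal tubular-like cells gave 2363 and 4014, and 3061 and 3331 with quantile normalization.

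Some alternatives were not run. A count model was left out, although whole UMIs were recovered, because the deposited unit is a natural log and the tests were kept on a log scale. Leaving out the cells that Scrublet calls was not run as a separate setting because it called almost none. The comparison over the genes of Fig. 3F had too few mural cell-like cells for a test, so no filter on genes, block or other tool was applied to it.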

Differences from the paper's values

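The alternatives with the highest doublet scores left out and with the genes of Fig. 3F kept were chosen only after the values were seen.

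The paper reports 13 clusters in the UUO kidneys, and 21 were found here at UUO-10d. The paper's 13 are named cell types in UUO kidneys, day 2 included, while the 21 are clusters of day 10 before those of a name are merged. Merged by name, they make 12 types and 1 unnamed cluster. Of the alternatives set before the data were examined, 16 clusters at a resolution of 0.5 and 19 with 15 components are within 1.5 times the paper's number, while 34 at a resolution of 2, 24 with 4000 variable genes and 20 with at most 10% mitochondrial UMIs, a limit set in advance for the shares of types only, are not. Both settings chosen after seeing the values, doublet scores and the genes of Fig. 3F, gave 22.

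The paper names fibroblast, myofibroblast and endothelial clusters in the obstructed kidneys (Fig. 3C). Here no cluster of the first clustering took those names, and the second clustering gave 82 endothelial-like and 21 myofibroblast or mural cell-like cells. With at most 10% mitochondrial UMIs, set before the data were examined, and with the genes of Fig. 3F kept, chosen after the values were seen, a group of 20 and of 22 cells was fibroblast-like. The names here were rebuilt, so the groups are not the same cells. *Plac8* and *Lyz2*, which mark the fibroblast cluster in the paper's dot plot (Fig. S2), were highest in monocyte-like cells here, at 3278 and 1280 and at 10430 and 8146 CPM.

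The paper states that *Tnf* and *Il1b* are expressed predominantly in macrophages and neutrophils. Here *Tnf* and *Il1b* stood above the mean of the lymphoid and tubular types in both cell types, for *Tnf* in neutrophil-like cells by 1.21 log2 units (adjusted p = 0.0373 from limma), a call kept under 6 of 9 alternatives with a test. *Tnf* in neutrophil-like cells was at 60.0 and 54.7 CPM, near T cell-like cells at 51.2 and 59.7. *Il1b* in dendritic cell-like cells was at 4752 and 4812, above macrophage-like cells at 1957 and 1672 in both mice.

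The paper states that macrophages have the most active crosstalk with neutrophils among immune cells. Here macrophage-like cells received the most pairs from neutrophil-like cells at 50 CPM, with 43 against 40 for monocyte-like cells, which the paper takes together with macrophages where it uses F4/80 as a marker, and also with the highest doublet scores left out, with 40 against 36. Monocyte-like cells received more at 20 and at 100 CPM, with detection in 10% of the cells and in mouse 1 alone. At 100 CPM dendritic cell-like cells, with 20 pairs, also received more than macrophage-like cells with 18. In mouse 2 alone macrophage-like and monocyte-like cells received the same number. The pairs come from another list than the paper's. In the paper's network of macrophage ligands (Fig. 3G) fibroblasts receive the most pairs, and here macrophage-like and monocyte-like cells did, with 41 each. No receiving type here was named fibroblast, and markers of the paper's fibroblast cluster were highest in monocyte-like cells. These ranks can therefore not be set against each other.

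The paper states that *Gsdmd* in neutrophils stays high until day 10. The level here was 52.2 CPM in mouse 1 and 25.8 in mouse 2, and in mouse 2 T cell-like cells at 28.9 and NK cell-like cells at 27.8 were not lower. Monocyte-like cells stood above neutrophil-like cells in both mice by more than counting error. Dendritic cell-like cells were not separated from them (log2 difference −0.65, adjusted p = 0.102 from limma), and their intervals overlapped in mouse 1. Against proximal tubular-like cells the neutrophil level was higher in both mice, as the paper's Fig. 3I shows.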

Other observations

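The tests of damaged cells and mixed droplets for *Gsdmd*, of droplets with a mural cell for *Tagln* and of the genes left out of the clustering were chosen only after the result was seen, and the others after the pattern they test had been seen.

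*Gsdmd* was lower in the neutrophil-like cluster of mouse 2 led by low-oxygen genes than in the other neutrophil-like cells of the same mouse, with 28 UMIs in 904 cells or 10.6 (7.02 to 15.3) CPM, against 100 UMIs in 747 cells or 43.1 (35.1 to 52.4). The cluster was found without *Gsdmd*, and the comparison is within a single mouse, so it has no replicate check. A few genes taking most of the UMIs would lower all others alike, but the median log2 difference over all genes with enough UMIs was −0.06, against −1.37 for *Gsdmd*, and the 10 most abundant genes took 31.1% of the UMIs in the cluster and 30.2% in the rest. Damaged cells are argued against by a median mitochondrial share of 0.675% in the cluster, against 0.725% and 0.747% in the other 2 clusters of the mouse. Droplets shared with a cell of another type are argued against as well, since for 0 of 11 other types did the summed markers stand above those of the other neutrophil-like cells by more than counting error. A candidate explanation that stays open is that neutrophils in this state carry less *Gsdmd* messenger RNA. It is a hypothesis from a single mouse, and the paper does not report on states of neutrophils.

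*Tagln*, a gene of contractile cells, went with *Acta2* in macrophage-like cells. Of the 33 macrophage-like cells with an *Acta2* UMI, 10 or 30.3% (15.6 to 48.7%) had a *Tagln* UMI, 3 of 11 in mouse 1 and 7 of 22 in mouse 2, against 137 of 1609 or 8.52% (7.20 to 9.99%) of those without. Depth alone is argued against, since 11.2% (8.79 to 14.0%) of the 598 cells without *Acta2* that were as deep had *Tagln*. Droplets that hold a macrophage and a mural cell are argued against as the source of all of it, since a mural cell brings its other genes too. Of the 33 cells 0 (0 to 10.6%) had UMIs of 3 or more of 7 mural markers, against 5 of 8 mural cell-like cells with *Acta2* (24.5 to 91.5%). Among cells with both genes it was 0 of 10 against 4 of 5 (p = 0.00366, Fisher's exact test with cells as units). That p-value does not cover differences between animals, since the cells come from 2 mice. The 33 cells held at most 2 *Acta2* UMIs each, while mural cell-like cells held up to 174. The other leading mural genes, above their level in macrophage-like cells without *Acta2*, stood at 14.5 (−15.0 to 64.0) UMIs per 100 *Acta2* UMIs, against 101 (83.9 to 121) in mural cell-like cells. In the 10 cells with both genes alone, this ratio was too wide to decide, at 48.0 (−3.12 to 175) against 66.0 (53.5 to 81.1). Mixed droplets in some of the 10 cells stay open, since 1 of the 5 mural cell-like cells with both genes was as poor in markers, and pieces of mural cells taken up by macrophages were not tested. The hypothesis that some macrophages express both genes stays open as well. The paper proposes α-SMA in macrophages and does not name *Tagln*. *Tagln* was also seen in neutrophil-like cells with *Acta2* at only 0.599% of cells, so the pair did not go together there.

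Mural cell-like cells were few, 0.155% of mouse 1 and 0.140% of mouse 2. The filter applied here is argued against as the reason, since 0 of the 222 cells it left out had UMIs of 3 or more mural markers, against 8 of the 14337 cells kept, which all lay in the mural cell-like group. Genes left out of the clustering are argued against too, since the group with the same leading genes held 22 cells with them kept, although it then took the name fibroblast. It held 44 cells with 15 components, so its size depends on the processing. How well such cells survive dissociation, and the authors' filter before deposit, were not tested.

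An NK cell-like cluster of 675 cells, led by *Gzma*, *Klre1* and *Klrc1*, came mostly from mouse 1, with 577 and 98 cells. After thinning, 81.8% of the matching cluster was of mouse 1, against 85.6% before, so a difference in depth is argued against. *Ncr1* was seen in 0.173% of its cells in mouse 1 and *Cd8a* in 50.1%, so it holds T cell genes beside NK cell genes. No biological explanation was tested.

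*Tnf* in monocyte-like cells was at 61.8 CPM in mouse 1 and 395 in mouse 2. The mice differed in the states near this type under other settings: at a resolution of 2 a cluster led by *Arg1*, of 51 and 210 cells, was named macrophage-like and 153 and 129 cells were monocyte-like, and with 15 components an *Arg1*-led cluster held 0 and 61 cells. Whether *Tnf* differs between the mice within a state was not tested. Both mice had UMIs of *Ddx3y*, 3870 and 4256, and few of *Xist*, 9 and 13, so both libraries look male and sex does not separate them.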
